# Progesterone Inhibits Epithelial-to-Mesenchymal Transition in Endometrial Cancer

**DOI:** 10.1371/journal.pone.0030840

**Published:** 2012-01-25

**Authors:** Paul H. van der Horst, Yongyi Wang, Ingrid Vandenput, Liesbeth C. Kühne, Patricia C. Ewing, Wilfred F. J. van IJcken, Marten van der Zee, Frederic Amant, Curt W. Burger, Leen J. Blok

## Abstract

**Background:**

Every year approximately 74,000 women die of endometrial cancer, mainly due to recurrent or metastatic disease. The presence of tumor infiltrating lymphocytes (TILs) as well as progesterone receptor (PR) positivity has been correlated with improved prognosis. This study describes two mechanisms by which progesterone inhibits metastatic spread of endometrial cancer: by stimulating T-cell infiltration and by inhibiting epithelial-to-mesenchymal cell transition (EMT).

**Methodology and Principal Findings:**

Paraffin sections from patients with (n = 9) or without (n = 9) progressive endometrial cancer (recurrent or metastatic disease) were assessed for the presence of CD4+ (helper), CD8+ (cytotoxic) and Foxp3+ (regulatory) T-lymphocytes and PR expression. Progressive disease was observed to be associated with significant loss of TILs and loss of PR expression. Frozen tumor samples, used for genome-wide expression analysis, showed significant regulation of pathways involved in immunesurveillance, EMT and metastasis. For a number of genes, such as CXCL14, DKK1, DKK4, PEG10 and WIF1, quantitive RT-PCR was performed to verify up- or downregulation in progressive disease. To corroborate the role of progesterone in regulating invasion, Ishikawa(IK) endometrial cancer cell lines stably transfected with PRA (IKPRA), PRB(IKPRB) and PRA+PRB (IKPRAB) were cultured in presence/absence of progesterone (MPA) and used for genome-wide expression analysis, Boyden- and wound healing migration assays, and IHC for known EMT markers. IKPRB and IKPRAB cell lines showed MPA induced inhibition of migration and loss of the mesenchymal marker vimentin at the invasive front of the wound healing assay. Furthermore, pathway analysis of significantly MPA regulated genes showed significant down regulation of important pathways involved in EMT, immunesuppression and metastasis: such as IL6-, TGF-β and Wnt/β-catenin signaling.

**Conclusion:**

Intact progesterone signaling in non-progressive endometrial cancer seems to be an important factor stimulating immunosurveilance and inhibiting transition from an epithelial to a more mesenchymal, more invasive phenotype.

## Introduction

Each year, worldwide, more than 287,000 women develop endometrial cancer making it the most common gynecological cancer in the world and the fourth most common female malignancy in developed countries [1]. Usually endometrial cancer is detected in an early stage and surgery is the cornerstone of treatment. Where there is recurrent or metastatic disease, however, the situation is different. (Neo-)Adjuvant radiation and/or systemic therapy in combination with surgery is usually indicated and in general, progressive disease has a poor prognosis accounting for 74,000 deaths worldwide each year [2], [3]. Prognostic factors for recurrent and metastatic endometrial cancer include surgical FIGO stage, grade of differentiation, histopathological subtype and myometrial and lymphovascular invasion [2], [4], [5], [6], [7].

In several types of cancer, the presence of tumor infiltrating lymphocytes (TILs) has been correlated with improved prognosis, and much research has been performed on this topic [8], [9], [10], [11], [12], [13], [14], [15]. The rationale is that well differentiated cancer evokes an inflammatory response similar to an acute injury which, after sequential infiltration of different dendritic cell populations, eventually results in T-lymphocyte infiltration [16]. Infiltration of TILs as a positive prognostic factor was first described in cutaneous melanoma, where the presence of TILs was predictive for improved survival [8]. Galon et al. in 2006, showed that infiltration of lymphocytes of the adaptive immune system into the center and invasive margin of colorectal cancer was positively correlated with reduced recurrence and improved survival [10]. In 2009 Kilic et al., showed that high levels of TILs within non-small-cell lung cancer correlated with reduced recurrence and enhanced survival [12]. In ovarian cancer, the presence of intratumoral T-lymphocytes was also positively correlated with improved survival and delayed recurrence of the disease [15]. Furthermore, TILs in ovarian cancer were also associated with increased levels of INF-γ, IL2 and chemokines which indicates T-cell activation and attraction [15].

The presence of TILs has not been extensively investigated in endometrial cancer. In endometrial cancer, infiltration of cytotoxic (CD8+) T-lymphocytes in the area of the lesion has been described as an independent prognostic factor and is positively correlated to disease free- and overall survival [17], [18]. In addition, a high cytotoxic T-lymphocyte/regulatory T-lymphocyte (CD8/FOXP3) ratio has been described to be correlated to improved survival in type I endometrial cancer [17].

Next to the influx of T-lymphocytes into the tumor area, the presence of progesterone receptors (PR) is also described as an important asset in prognosis and treatment of endometrial cancer [19], [20], [21]. In well differentiated endometrial cancer PR expression is usually maintained and treatment with medroxyprogesterone acetate (MPA), of those patients with well differentiated disease who chose to preserve fertility, is usually successful [22], [23]. Loss of PR, however, is a negative prognostic factor and is associated with progressive disease in which MPA treatment is usually only temporally successful in 15–20% of cases [24].

Recently, our group has studied the mechanism through which progesterone can induce differentiation during the normal menstrual cycle and can inhibit well differentiated endometrial cancer growth. It was observed that progesterone treatment results in induction of expression of two important inhibitors of Wnt/β-catenin signaling: DKK1 and FOXO1 [25], [26]. In endometrial cancer, activation of Wnt/β-catenin signaling is observed in 30–40% of well differentiated endometrioid carcinomas [27] and progesterone induced inhibition of the Wnt signaling pathway is hypothesized to be an important mechanism to reduce cancer progression [25].

In this study we aimed to investigate the role of progesterone as a direct inhibitor of the migratory capacities of endometrial cancer cells and its role in T-lymphocyte associated inhibition of progressive disease.

## Materials and Methods

### Patient materials

Primary endometrial carcinoma tissue from women with (n = 9) and without (n = 9) a known episode of recurrence or metastasis, was obtained from patients treated between 1997 and 2006 in the University Hospital Gasthuisberg, Catholic University Leuven, Belgium. From this point on, non-recurrent disease is referred as non-progressive disease and recurrent/metastatic disease as progressive disease. Histopathological grading, staging and typing were determined according to the guidelines of the WHO and FIGO [28], [29] and all tumors were revised by a pathologist experienced in gynaecopathology (PCE). Patients with an endometrioid type and a FIGO stage I endometrial carcinoma were included. Patients treated with radio- or chemotherapy prior to surgery, using hormonal steroids or with a second malignancy were excluded. Complete clinical history was obtained from all patients and follow-up was revised to date. Specimens were snap-frozen in liquid nitrogen for RNA-isolation or fixed in formalin and embedded in paraffin for immunohistochemistry (IHC). For microarray analysis, from 4 non-progressive and 4 progressive patients, snap frozen tumor specimens were used. These were chosen because they contained >80% tumor tissue and good quality RNA could be isolated from them. For RT-PCR, 6 non-progressive and 6 progressive snap frozen patient tissue samples were used. For IHC 9 non-progressive and 9 progressive paraffin embedded patient tissue samples were available. Tissue and clinical data collection for the current research study was approved by the Medical Ethical Committee of the University Hospital Gasthuisberg and patients gave written informed consent for tissue collection and clinical data collection for all research purposes.

### Cell culture

For all cell line experiments, Ishikawa endometrial cancer cell lines stably transfected with PRA (IKPRA-1), PRB (IKPRB-1) or PRA and PRB (IKPRAB-36) (previously described by Smit-Koopman et al. [30]) were cultured and maintained in regular culture medium (DMEM/F12 Glutamax, Invitrogen, Carlsbad, CA, USA) in the presence of 5% Fetal Calf Serum (Invitrogen) supplemented with penicillin and streptomycin (Invitrogen). Neomycin (ICN Biomedicals, Costa Mesa, CA, USA) and hygromycin (Invitrogen) 1∶200 were used to maintain selection. For all assays, cells were cultured in DMEM/F12 Glutamax culture medium supplemented with penicillin and streptomycin (Invitrogen), containing 5% charcoal stripped FCS (Invitrogen) with addition of hygromycin and neomycin.

### Immunohistochemistry

IHC studies for CD4 (Sanbio BV, Uden, The Netherlands), CD8 (Dako, Glostrup, Denmark), FOXP3 (Natutech, Frankfurt am Main, Germany) and PRA+PRB (Progesterone Receptor Ab-8, Neomarkers, Fremont, CA, USA) were performed on 4 µm paraffin sections on Starfrost-slides (Knittel, Braunschweig, Germany). Prior to incubation with the primary antibody, the slides were deparaffinized in xylene and rehydrated to 70% ethanol. For CD4+ and CD8+ T-lymphocyte staining, slides were microwaved at 850 Watt in Tris/EDTA pH 9.0 for 15 min. Endogenous peroxidase activity was blocked with 30% H_2_O_2_ in PBS for 5 min. Primary antibodies were applied at respectively 1∶160 (CD4) and 1∶200 (CD8) in Tris/HCl pH 8.0 and incubated at room temperature for 30 min. After washing with Tris/HCl pH 8.0, sections were incubated for 30 min. at room temperature with biotinylated secondary antibody (Dako, 1∶400). After washing with Tris/HCL, the substrate Diaminobenzidine (Dako) was used for visualization of antigen–antibody reactivity.

For FOXP3, slides were blocked (peroxidase deactivation) for 20 min at room temperature (RT) in 30% H_2_O_2_ in methanol and boiled (antigen retrieval) in a citrate-buffer pH 6.0 for 15 min. Primary antibody was applied at 1∶25 and incubated at 4°C overnight. After washing with PBS, slides were incubated for 30 min. with a secondary rabbit-anti-rat antibody (DAKO, 1∶150) and incubated for 30 min. with AB-complex (Dako). The substrate Diaminobenzidine (Dako) was used for visualization of antigen–antibody reactivity.

For PRA+PRB staining, endogenous peroxidase activity was blocked for 5 min at RT in a 10% H_2_O_2_ in methanol solution and the slides were microwaved (antigen retrieval) in a microwave-oven at 850 Watt in 10 nM citric acid buffer pH 6.0 (DAKO) for 15 min. After cooling to room temperature slides were washed with PBS and blocked for 30 min with 0.3% BSA/PBS. Primary antibody was applied at 1∶50 and incubated at 4°C overnight. After washing with PBS, slides were incubated for 30 minutes with a biotinylated secondary goat-anti-mouse antibody (Dako, 1∶400). After the second wash the slides were incubated for 30 min with AB-complex (Dako, 1∶1∶50). The substrate Diaminobenzidine (Dako) was used for visualization of reactivity. All slides were counterstained with hematoxylin for 30 s, then dehydrated and mounted.

For Vimentin staining, a wound-healing assay was performed in 2-well chamber slides (Lab-Tek, Thermo Fisher Scientific, Waltham, MA, USA), in the presence and absence of 1 nM medroxy-progesterone acetate (MPA), and terminated after 48 hr. The cells were washed three times with PBS, fixed with 4% formaldehyde/PBS for 15 minutes and permeabilized with 0,3% Triton100/PBS for 5 minutes. After washing, endogenous peroxidase activity was blocked with 10% H_2_O_2_ in methanol for 5 minutes. Slides were washed and then blocked for 30 minutes with 0.3% BSA/PBS. The anti-vimentin antibody (Invitrogen) was applied at 1∶50 and the slides were incubated for 30 minutes at room temperature. After washing with PBS, slides were incubated with a GFP-fluorescent goat-anti-mouse secondary antibody (Invitrogen) at 1∶500. After washing, the slides were incubated for 5 minutes with DAPI Nucleic Acid Staining Solution (Invitrogen) for nuclear staining. After termination of the reaction with dH_2_O, the slides were mounted and fluorescent images were taken with the Axioplan 2 Imaging Fluorescent Microscope (Carl Zeiss AG, Jena, Germany).

### Counting TILs

After staining, the slides were scanned with the NDP slide scanner (Hamamatsu, Hamamatsu City, Japan) and CD4, CD8 and FOXP3 positive tumor infiltrating lymphocytes (TILs) were counted using Image J software (National Institutes of Health, Bethesda, MD, USA). The number of TILs was determined inside the tumor (Intratumoral), at the tumor edge (Tumor Edge) and at the endometrial/myometrial border (EM). The complete tumor edge and endometrial/myometrial border were evaluated for the presence of TILs. The intratumoral count was performed by counting the TILs in 10 different randomly picked areas (1170 µm×932 µm) chosen by an independent investigator, thereby eradicating observer bias.

### WST1 assay

For the WST1 proliferation assay, IKPRA-1, IKPRB-1 and IKPRAB-36 cell lines were cultured in the absence or presence of MPA in a 96 well plate (Corning Costar, Cambridge, MA, USA). At time 0, the cells were incubated with cell proliferation reagent WST1 (Roche, Basel, Switzerland) for 3 hours at 37°C and absorbance was measured with the Microplate Reader (BIORAD, model 550, Hercules, CA, USA). After baseline measurement the cell lines were cultured in the presence and absence of 1 nM MPA for 96 hours and at 96 hours, the WST1 assay was repeated.

### Migration assays

For the wound-healing assay, IKPRA-1, IKPRB-1 and IKPRAB-36 cell lines were cultured in a 6-well plate (Corning Costar). After inducing the wound, cells were incubated with 1 nM MPA for 96 hours. Wound healing was verified every 24 hr by photography, and analyzed by measuring closure of the wound.

For the modified Boydon assay, cells were seeded in the upper well of a modified Boydon chamber (Transwell, 8 µm pores, 24 mm inserts, 6 well plate, Corning Costar) at 2.5×10^5^ cells per well in the presence or absence of 1 nM MPA. Furthermore as a control, cells were cultured in a Boyden chamber in the presence or absence of 1 nM MPA in combination with 100 nM of the anti-progestagin Org31489 (Organon, Oss, The Netherlands). After 96 hours, cells that had migrated through the filter into the lower well or to the bottom of the insert were trypsinized and counted under the microscope.

### Western blotting

IKPRA-1, IKPRB-1, IKPRAB-36 and IKLV-8 cell lines were cultured in the absence or presence of 1 nM MPA for 96 hrs and subsequently lysed at 0°C in Cell Lysis Buffer (Cell Signaling Technology, Danvers, MA, USA) for 5 minutes. Then the cells were scraped, centrifuged at 14.000 rpm for 10 minutes and the supernatant was removed. The protein concentration was calculated using the Protein Assay Kit (Pierce, Thermo Scientific, Rockford, IL, USA) and of each sample 4.5 µg protein in 30 µL lysisbuffer+BSA was loaded on a 10% SDS-PAGE gel. Western blotting was performed according to standard procedures. The blotting paper was blocked for 30 minutes at RT with Blocking Buffer (LI-COR Biotechnology, Lincoln, NE, USA) and then incubated overnight at 4°C using rabbit polyclonal anti-hFOXO1 antibody (1∶5000, Bethyl Laboratories, Montgomery, TX, USA) in Blocking Buffer (LI-COR Biotechnology). Next, the blotting membrane was incubated with the secondary goat-anti-rabbit IgG (IRDye 800CW, 1∶5000, LI-COR Biotechnology) for 30 minutes at RT and washed. As a loading control, the membrane was incubated for 30 minutes with the monoclonal anti-β-actin (1∶1000, Sigma-Aldrich, Saint Louis, MO, USA), washed with PBS and incubated for 30 minutes with the secondary goat-anti-mouse IgG (IRDye 680CW, 1∶5000, LI-COR Biotechnology). The specific protein bands were detected using the Odyssey Scanning System (LI-COR Biotechnology).

### RNA-isolation, gene expression analyses and quantitative real-time RT-PCR

Patient tissue samples were sectioned (5 µm, cryostat) and every 10^th^ section was HE stained and revised by the pathologist (PCE) to assess tumor load. Only sections containing >80% tumor were lysed in Trizol (Invitrogen) and sonified for 1 min. The PRA and PRB expressing Ishikawa cell line (IKPRAB-36) was cultured for 48 h in the absence or presence of 1 nM MPA (n = 3), placed on ice and lysed in Trizol (Invitrogen).

Phase separation was accomplished with 0.2 ml chloroform and centrifugation for 15 min. The supernatant was transferred and isopropanol was added for RNA precipitation. The precipitated RNA was washed with 75% ethanol. All RNA was cleaned with the Rneasy Minelute cleanup kit (Qiagen, Venlo, The Netherlands). Amount and quality of the RNA was assessed by using the Nanodrop (Nanodrop, Wilmington, DE, USA) and Bio-analyzer (Aligent, Santa Clara, CA, USA).

RNA isolated from patient and cell line material was labeled according to Affymetrix labeling protocols and labeled RNA was applied to genome-wide expression arrays (Affymetrix U133plus2 GeneChips containing 54,614 probe sets, representing approximately 47.000 transcripts (Affymetrix, Santa Clara, CA, USA)). Using RMA (Robust Multi-array Analysis [31]), normalization of raw data was performed to be able to produce gene lists and eventually calculate significantly regulated genes using SAM (Stanford University, Stanford, CA, USA [32]). Lists of SAM regulated genes (1.25 fold or more; delta-values resembling p<0.05) were loaded in the Ingenuity pathway assist software to assess the involvement of different biological pathways (Ingenuity, Redwood City, CA, USA). For the patient materials raw lists of regulated genes (1.25 fold or more) were loaded in Ingenuity.

All micro-array data is MIAME compliant and raw data has been deposited in the MIAME compliant GEO database under series: GSE29437 (consisting of GSE29435: cell line data; and GSE29436: patient data).

Genes for quantitative real-time RT-PCR were identified by micro-array analysis and pathway analysis. RNA was transcribed into cDNA with the use of the Affymetrix one-cycle cDNA synthesis kit (Affymetrix). For identified genes, primers were ordered and tested (a list of primers is included in Table S1). The housekeeping gene β-actin was used as a reference gene. RT-PCR was performed and analyzed using the CFX RT-PCR system (Bio-Rad, Veenendaal, The Netherlands).

### Statistics

For the statistical analyses of the CD4+, CD8+ and FOXP3+ cell counts, modified Boyden chamber assay data, WST1 assay data and RT-PCR data, SPSS 15.0 was used (IBM, Armonk, NY, USA). For normal distributed data a t-test and for skewed data a Mann-Whitney U-test was performed to assess P-values. A P-value<0.05 was considered statistically significant. To calculate the p-value of regulated pathways, Ingenuity pathway assist software uses a Fisher's exact test.

## Results

### Patient characteristics (Table 1)

**Table 1:** Clinical characteristics of the included patients.

			*Non-progressive (n = 9)*	*Progressive (n = 9)*	*P-value*
			*Patients 1–9*	*Patients 10–18*	
Age - year					p = 0,606
		Mean	68,5	68,6	
		Range	54–85	59–73	
BMI					p = 0,284
		Mean	28,3	32	
		Sd	6,1	4,7	
Histological type	no. (%)				
		Endometrioid	9 (100)	8 (88,9)	
		Mixed	0 (–)	1 (11,1)	
FIGO stage	no. (%)				
		Ia	4 (44,4)	7 (77,8)	
		Ib	5 (55,6)	2 (22,2)	
Tumor grade	no. (%)				
		1	2 (22,2)	5 (55,6)	
		2	3 (33,3)	1 (11,1)	
		3	4 (44,5)	3 (33,3)	
Current status	no. (%)				
		NED	8 (88,9)	3 (33,3)	
		DOD	1 (11,1)	6 (66,7)	
Recurrence	no. (%)				
		No	9 (100)	0 (–)	
		Yes	0 (–)	9 (100)	
Metastasis	no. (%)				
		No	9 (100)	5 (55,6)	
		Yes	0 (–)	4 (44,4)	
Chemotherapy	no.		0	0	
Radiotherapy	no.		0	1	

Table 1 shows the characteristics of the patients included in the study. A p-value of <0.05 was considered as statistically significant. BMI = body mass index; NED = no evidence of disease; DOD = death of disease.

Patients with (n = 9) and without (n = 9) progressive endometrial cancer were included. All included patients underwent primary total abdominal- or laparoscopically assisted vaginal hysterectomy and a bilateral salpingo-oophorectomy combined with lymph node removal. None of the women received chemotherapy and only one woman in the progressive disease group was given radiotherapy after surgery. Histopathological subtypes were endometrioid (n = 17) and mixed endometrioid/mucinoid (n = 1). Tumor grades were 1 (n = 7), 2 (n = 4) and 3 (n = 7) and FIGO stages were Ia (n = 11) and Ib (n = 7). In the progressive disease group all 9 patients had one or more episodes of local recurrence and 4 patients developed one or multiple distant metastases. Recurrences were vaginal, pelvic or (retro)peritoneal, and metastatic sites were the lungs (n = 3), liver (n = 1), spleen (n = 1) and brain (n = 1). Clinical follow-up to date was available for all patients. In the non-progressive group 8 patients are currently free of disease and 1 patient died in follow-up. In the progressive disease group 3 patients are free of disease and 6 patients died from their endometrial cancer related disease. Patient characteristics are detailed in Table 1.

### Progesterone receptor status and detection of CD4+ T-helper, CD8+ cytotoxic T-cells and FOXP3+ regulatory T-cells in non- progressive and progressive disease

The presence of tumor infiltrating lymphocytes has been correlated to prolonged survival in endometrial cancer [17], [18]. Furthermore, loss of progesterone receptor (PR) expression in endometrial cancer has been found to be a risk factor for progressive disease [33]. In order to substantiate the relationship between intact PR signaling and the presence of infiltrating lymphocytes in non-progressive disease, immunohistochemical staining and, when appropriate, quantitative measurements were performed.

As exemplified in Fig. 1A, in progressive disease immunohistochemical staining for CD4+, CD8+ and FOXP3+ T-lymphocytes seems reduced as compared to staining in non-progressive disease. Quantification of the number of CD4+, CD8+ and FOXP3+ T-lymphocytes in progressive disease indeed confirmed a lower number of positive cells located on the endometrial-myometrial border (Fig. 1B, EM), at the edge of the tumor (Fig. 1B, Tumor Edge) and within the tumor (Fig. 1B, Intratumoral). Whether the reduced cell counts were significantly different between the non-progressive and progressive endometrial cancer tissues is indicated in the Figure (Fig. 1B).

**Figure 1:**
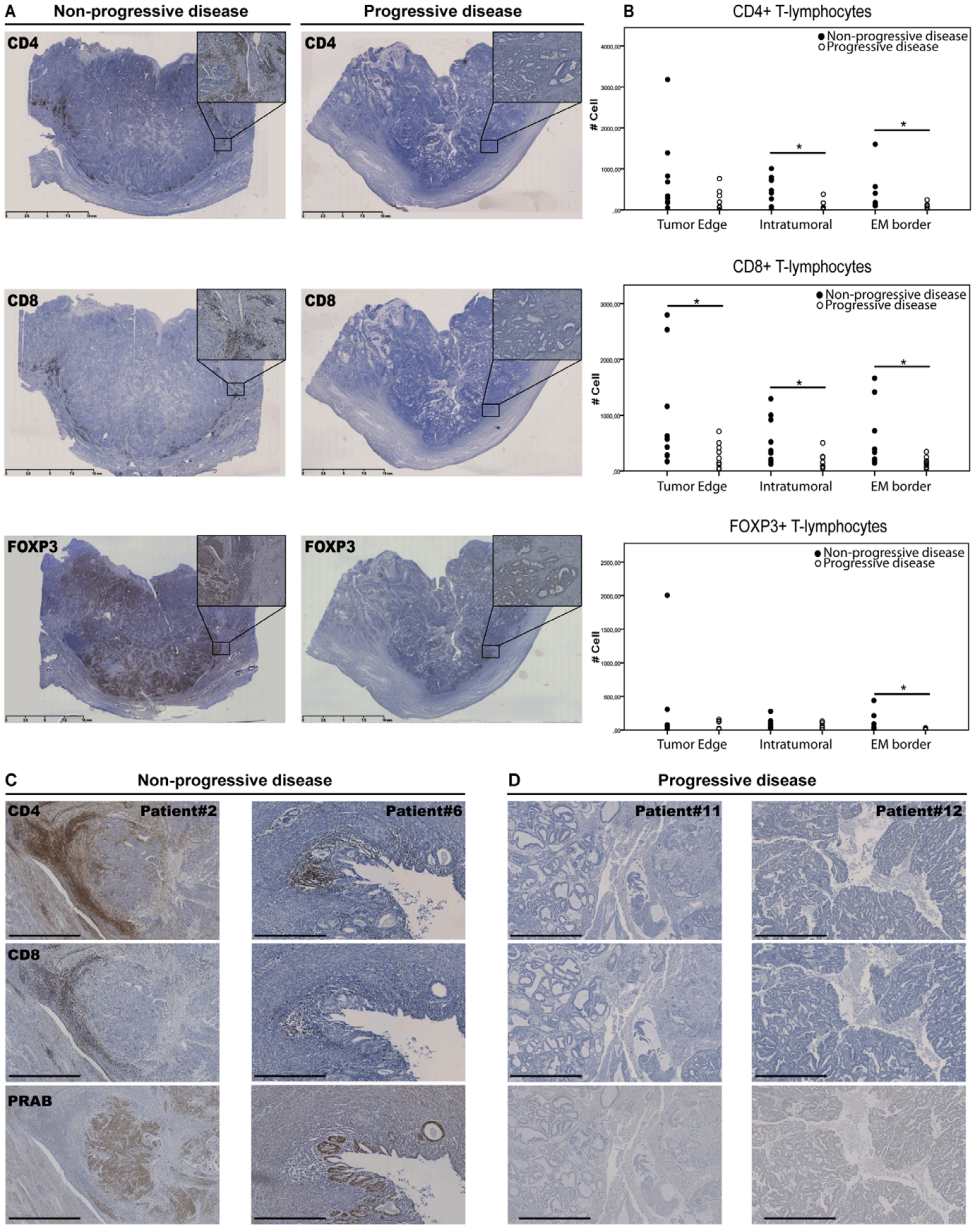
Expression and histological distribution of PRA+PRB and CD4+, CD8+ and Foxp3+ T-lymphocytes in primary endometrial carcinoma specimens. A: Overview of immunohistochemical staining for CD4, CD8 and FOXP3 in primary endometrial cancer specimens in non-progressive disease (n = 9) compared to progressive disease (n = 9) (magnification 0,4x, inlay 10x). Non-progressive disease shows pronounced staining, whereas progressive disease shows reduced staining. The scale-bar represents 10 mm. B: Quantification of CD4, CD8 and FOXP3 cell counts on the tumor edge (Tumor Edge), in the tumor (Intratumoral) and on the endometrial-myometrial border (EM border). *indicates a p-value<0.05 (Mann-Whitney U-test). C and D: Representative non-progressive (C) and progressive (D) patient tissues were stained for CD4, CD8 and PRA+PRB and show a positive correlation between the presence of TILs and the expression of PR. Magnification is 5x and the scale-bar represents 1 mm. Patients 6 and 11 were both included in the micro-array analyses. Furthermore patient 11 had only recurrent disease, while patient 12 had recurrent and metastatic disease.

Furthermore, reviewing consecutive sections in non-progressive disease for expression of progesterone receptors (PR) revealed that the presence of CD4+ and CD8+ T-lymphocytes was positively correlated with the presence of PR staining (Fig. 1C and 1D).

### Genome-wide expression analyses of primary endometrial carcinoma tissue

To investigate whether the correlation between PR signaling and the presence of tumor infiltrating lymphocytes could indicate a causative relationship, a genome-wide mRNA expression analysis on snap-frozen primary endometrial carcinoma specimens from 4 patients without and 4 patients with progressive disease was performed. At the individual gene level it was observed that a marked number of chemokines and cytokines were differentially regulated between non-progressive and progressive disease (Table S2). For example, the chemokines CCL21 (−1.5x), CXCL9 (−2.9x), CXCL10 (−2.1x) and CXCL14 (three data sets present: −33.0x; −20.5x; −6.4x, respectively) were all down regulated in progressive disease while the cytokines IL8 (2.0x; 5.7x; 9.5x) and IL32 (1.9x) were up-regulated in progressive disease (Table S2). Furthermore, earlier work from our group has indicated activation of Wnt/β catenin signaling in progressive disease [25] and in agreement with this a number of Wnt/β-catenin inhibitory- and target genes were lost from progressive disease (DKK1, DKK4 and WIF1) (Table S2).

Interestingly, a number of the above mentioned genes which were down-regulated in progressive disease, have been described in literature to be up-regulated by progesterone (CXCL14 [34], DKK1 [25], MMP7 [35] and SFRP4 [36]). This is in agreement with the finding that PR expression (at protein and mRNA expression level (Fig. 1C and 1D and Table S2) is down regulated in progressive disease.

Upon reviewing pathways regulated between non-progressive and progressive disease, regulation of a number of pathways involved in carcinogenesis and invasive disease and involved in immunosurveillance was found to be significantly regulated: Integrin Signaling, Molecular Mechanisms of Cancer, Antigen Presentation Pathway, Non-Small Cell Lung Cancer Signaling, IGF-1 Signaling, Role of Tissue Factor in Cancer, Leukocyte Extravasation Signaling, ERK/MAPK Signaling, Colorectal Cancer Metastasis Signaling (which includes Wnt/β catenin signaling), FGF Signaling, FAK Signaling, etc (the complete list of regulated pathways and their consecutive p-values can be accessed from Table S3).

For a number of genes (CXCL14, DKK1, DKK4, PEG10 and WIF1) a quantitative real-time RT-PCR was performed in order to verify regulation (Fig. 2).

**Figure 2:**
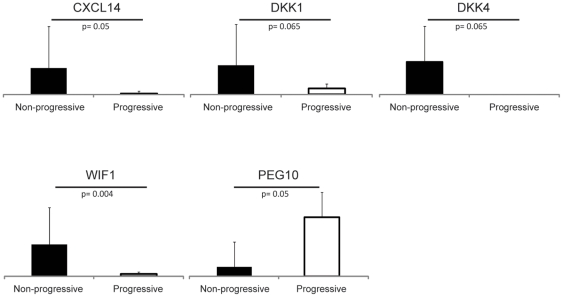
RT-PCR results of genes of interest in the patient samples. CXCL14, DKK1, DKK4, WIF1 and PEG10 were selected from the micro-array results and verified with real time RT-PCR. Significance was calculated using a Mann-Whitney U-test. A p-value of 0.05 was considered to be statistically significant.

### Effect of progesterone on migration of the Ishikawa endometrial cancer cell lines

In order to further corroborate the possible role for progesterone in regulating invasion, Ishikawa endometrial carcinoma cell lines stably transfected with PRA, PRB, or PRA and PRB [30] were cultured in the presence or absence of MPA for varying periods of time and used in two different experiments measuring cell migration. To verify cell proliferation during the different experiments a WST1 proliferation test was performed which showed that within the indicated timeframe no significant differences in proliferation could be detected between cells incubated with or without MPA.

In Figure 3, different Ishikawa cell lines were subjected to a wound-healing assay in the presence or absence of MPA (1 nM) for up to 96 h. It was observed that, in the stably PRB expressing (IKPRB-1) and PRA+PRB expressing (IKPRAB-36) Ishikawa cell lines, MPA inhibited closure of the manually inflicted wound (Fig. 3A–D). Furthermore, when we stained the edge of the wound for the mesenchymal marker vimentin, it was observed that in the presence of MPA vimentin expression was clearly reduced (Fig. 3E). Next to this detail on expression of vimentin, the overall vimentin levels were decreased in IKPRB-1 and IKPRAB-36 cell lines incubated with 1 nM MPA. It was also observed that in the stably PRA expressing (IKPRA-1) Ishikawa cell line, neither wound healing nor vimentin expression was affected by MPA (Fig. 3A and 3E).

**Figure 3:**
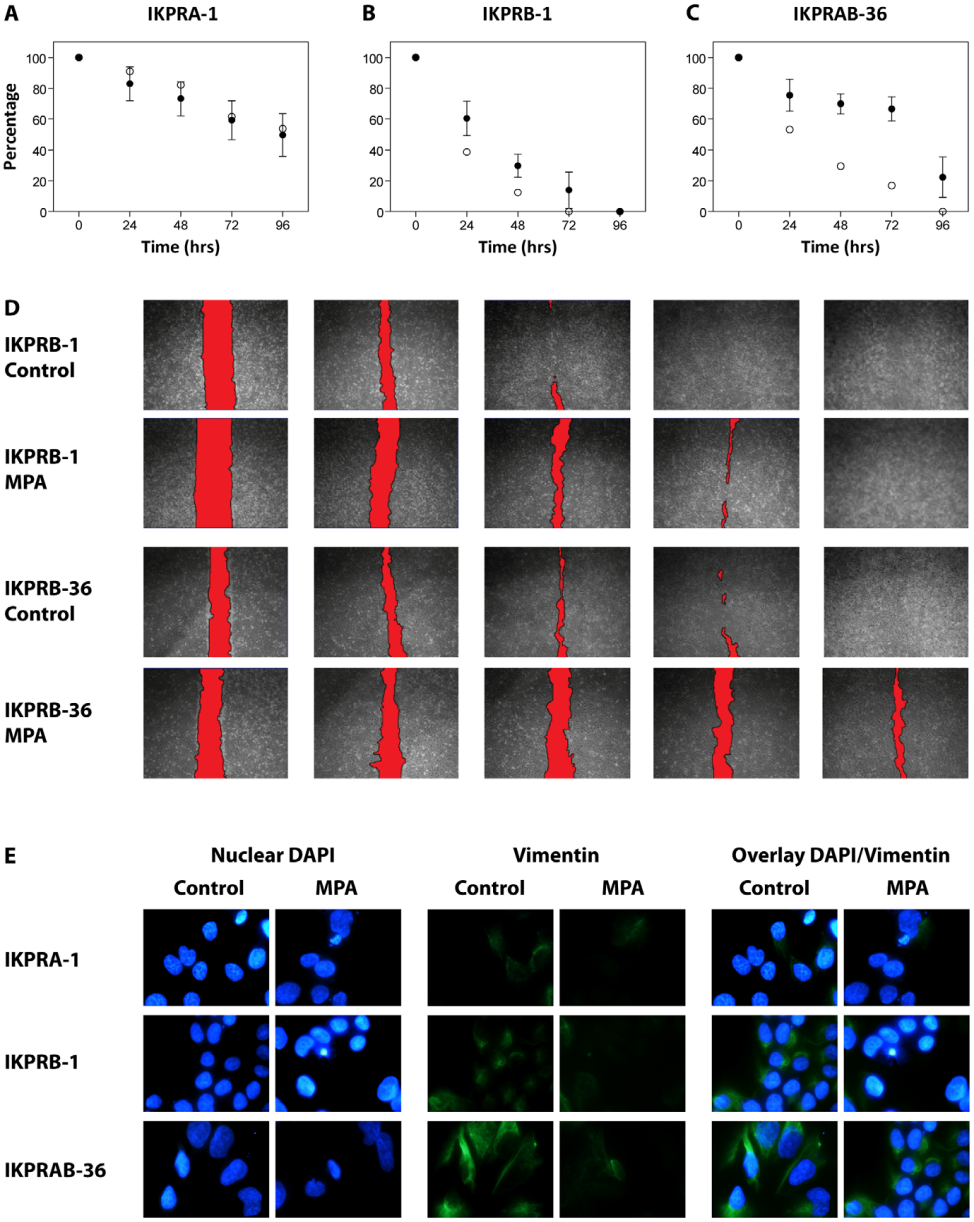
Progesterone induced inhibition of migration in a wound-healing assay. IKPRA-1 (A), IKPRB-1 (B) and IKPRAB-36 (C) cells were cultured in the absence (white bullets) or presence (black bullets) of 1 nM MPA and used for a wound-healing assay (n = 3) and closure of the wound was measured as a percentage of total closure (100% means the wound is open, 0% means the wound has closed). D shows representative images of the process of wound-healing with in red the wound. E shows IF for nuclei (DAPI) and vimentin expression on the invasive front of the manually inflicted wound. In this figure, the wound was always situated on the right side.

In Figure 4, another approach was used to study the migratory capacity of different Ishikawa cell lines in the presence or absence of progesterone. It was observed that for IKPRB-1 as well as IKPRAB-36 cells, migration in a modified Boyden chamber was inhibited in the presence of progesterone. Furthermore, for the IKPRA-1 cell line such a differential regulation of migration under the influence of MPA was not observed.

**Figure 4:**
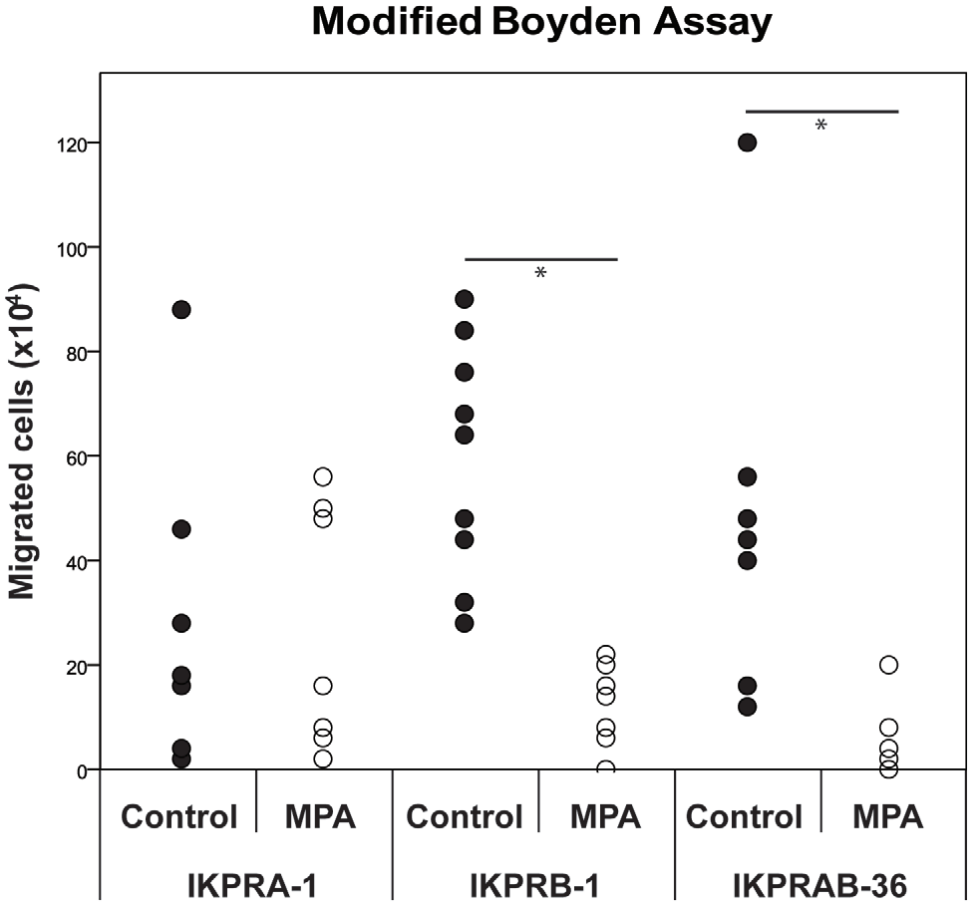
Invasion of PR positive Ishikawa EC cell lines. IKPRA-1, IKPRB-1 and IKPRAB-36 cells were cultured in the absence (black dots) or presence (white dots) of 1 nM MPA in a modified Boyden chamber. After 96 hours, cells that had migrated through the pores of the upper well were counted. The figure represents three independent experiments performed in triplicate. *indicates a p-value of <0.05 (Mann-Whitney U-test).

### Genome-wide expression analysis of Ishikawa endometrial cancer cell line

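RNA of IKPRAB-36 cells, an Ishikawa endometrial cancer cell line that expresses both progesterone receptor isoforms, was hybridized to Affymetrix U133 Plus arrays, 3 for untreated cells (control 1 to 3) and 3 for cells treated with the synthetic progestin MPA (MPA 1 to 3). The authors deposited signals made with RMA, which corrects the background, normalizes the arrays to one another and summarizes the probes of each probe set on the log2 scale. The median signal of an array lay between 5.16 and 5.28. The first principal component held 40.0% of the variance and placed the control arrays between -38.8 and -22.6 and the MPA arrays between 26.5 and 39.4; the second held nearly as much, 35.7%. Array MPA 3 stood apart in its poly-A control probe sets, with a mean log2 signal of 6.55 against 7.94 to 8.76 on the other arrays, and in the 18S ribosomal RNA probe set, with 7.06 against 8.09 to 9.44. The paper gives n = 3 where it describes the culture with or without MPA, but does not state that the 3 arrays came from separate cultures. The p-values therefore measure only the spread between these arrays, which may be technical.
MPA and control arrays were compared with limma over 54613 probe sets, after leaving out 62 Affymetrix control probe sets. A probe set was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of 1.25 or more. A gene was represented by its brightest probe set among those annotated with that gene alone, which gave 19775 genes. The test, its thresholds and 30 lists of genes for pathways and cell types were fixed before the data were examined, although values in the paper's supplementary tables had been seen. Tables S4 and S5 come from the same arrays. Counts and tests of lists that share genes with them are therefore not independent evidence. Each list was also tested as a whole with camera, which asks whether its genes moved more than the other genes on the array, at a preset correlation between genes of 0.01. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p under 0.1.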

To further document progesterone-induced inhibition of cellular migration and to investigate the involvement of progesterone signaling in T-lymphocyte infiltration, IKPRAB-36 cells were cultured for 48 h in the presence or absence of 1 nM MPA and used for genome-wide expression analysis. It was observed that 1616 genes were significantly regulated by progesterone in the IKPRAB-36 cell line (1029 up-regulated, 587 down-regulated, Table S4).

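MPA raised the cystatin genes CST1 and CST2, most of a list of known steroid receptor targets and the collagen gene COL4A3, and lowered G0S2, TNFRSF19 and SOX9 among others. CST1 encodes a secreted cystatin, and its log2 signal was 3.90 ± 0.40 in control cells and 9.58 ± 0.52 with MPA (SD, n = 3 arrays each), a 51.5-fold change (standard error of the log2 fold change 0.28, adjusted p = 4.02e-05 from limma). PDK4, a kinase that inhibits pyruvate dehydrogenase, rose 47.9-fold, and CST2, a paralog of CST1 whose probe set may also bind related transcripts, rose 34.5-fold. RASD1, a small GTPase first described as dexamethasone induced, rose 30.2-fold, SGK1, a kinase induced by corticosteroids, rose 15.1-fold, and FKBP5, a co-chaperone of steroid receptors, went from 9.81 ± 0.04 to 13.36 ± 0.06 (SD, n = 3). The other genes among the 12 with the largest increase were the protease inhibitor SPINK13 (22.3-fold), the type IV collagen chain COL4A3 (18.0-fold), the ADP-ribosyltransferase TIPARP (17.8-fold), TDRD9 (17.5-fold), the chemokine receptor CXCR4 (14.1-fold) and the potassium channel subunit KCNG1 (11.9-fold). For CST1, PDK4, SPINK13, COL4A3, TDRD9 and CXCR4 the control mean (3.31 to 4.75) lay under the median signal of every array, where a gene near background cannot be set apart from one not expressed, so that their folds and their order are those of the RMA signals only.
Of the genes that fell, G0S2, an inhibitor of lipolysis, fell by 2.63 on the log2 scale, and TNFRSF19, a receptor of the TNF family, fell by 2.54. The transcription factors ZNF423 and SOX9 fell by 2.47 and 2.34, and FGFBP1, which binds fibroblast growth factors, fell by 2.33. PLA2G7, LRRTM4, RBP2, FRG2EP, SMR3B, ALDH3A1 and TNFRSF11B, which encodes osteoprotegerin, had log2 fold changes between -2.11 and -1.82; LRRTM4 lay under the array medians in both groups (4.60 and 2.62). The adjusted p of these 12 higher and 12 lower genes ranged from 2.33e-06 to 0.00202.

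**Figure D1:**
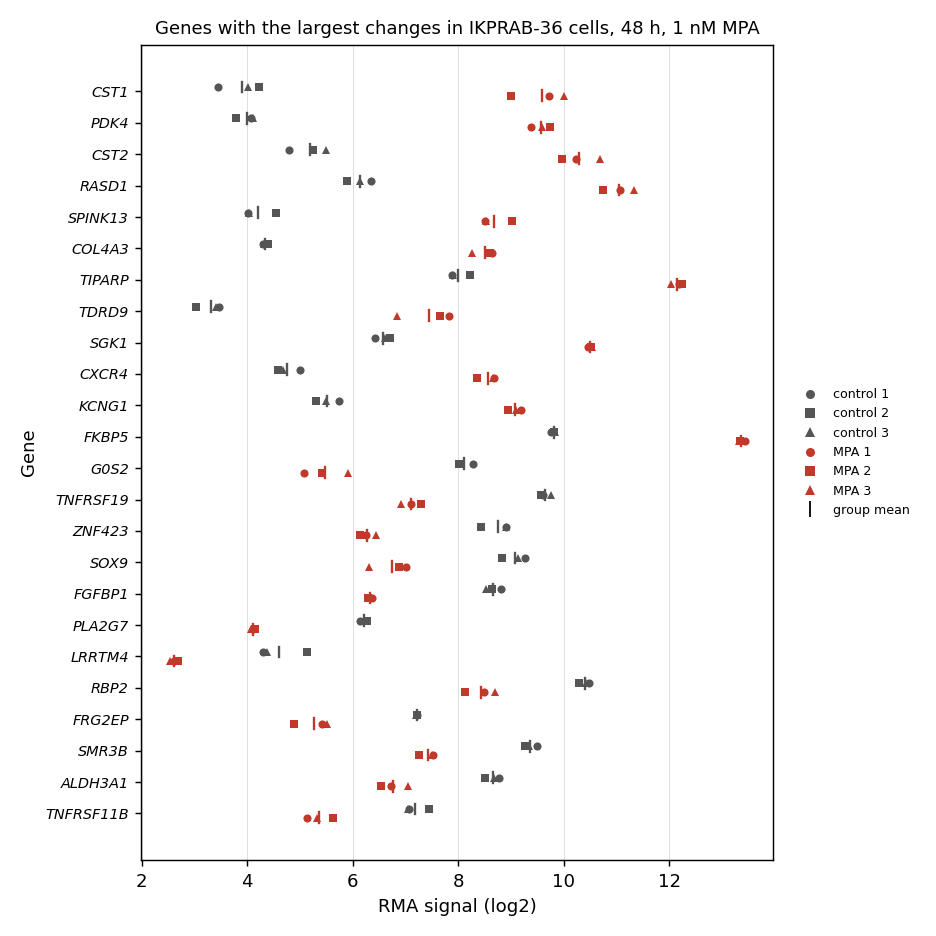
RMA signal on the log2 scale of the 12 genes with the largest increase and the 12 with the largest decrease, on each control array (grey) and each MPA array (red), with vertical marks at the group means. The 24 genes were chosen among those whose groups do not overlap; CST1 has group means of 3.90 and 9.58.

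Of 20 steroid receptor induced genes, 16 rose and 1 fell (17 and 2 adjusted over the list alone). The gene that fell was ERRFI1, a feedback inhibitor of the EGF receptor, with a log2 fold change of -0.59. This list was the only 1 of the 7 called by camera that held with an estimated correlation and the degrees of freedom of the arrays (camera adjusted p = 6.75e-30, adjusted p = 0.0437 with an estimated correlation). With the degrees of freedom of the genes, an alternative chosen after seeing the data, it held together with Wnt target genes, proliferation genes, and PDGF and VEGF signaling. ERRFI1 lost its call whichever of the 6 arrays was left out, with an adjusted p of 0.0580 to 0.178.
Over all probe sets, 663 were higher and 444 lower with MPA, of which 357 and 153 differed by 2-fold or more. In all 1107 the 3 MPA arrays lay on one side of the 3 control arrays, which held for 15.4% of the probe sets tested where chance gives 10%. The counts of higher and lower probe sets were 413 and 195 without control 1, 362 and 156 without control 3, 353 and 176 without MPA 1, and 460 and 279 without MPA 2. After scaling the arrays by housekeeping genes, 558 were higher and 596 lower, which moved the share of higher probe sets from 59.9% to 48.4%.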

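MPA raised the IGF-1 receptor gene and the binding protein genes IGFBP1 and IGFBP5 and lowered IGFBP3, while 4 other IGF binding protein genes did not pass the test. Of 22 genes of IGF-1 signaling, 5 rose and 2 fell (7 and 4 adjusted over the list alone). IGFBP5 and IGFBP1, secreted proteins that bind IGFs, rose 7.27-fold and 3.84-fold from control means under the array medians (5.14 and 4.86), and IRS2, an adaptor of the IGF and insulin receptors, rose 2.07-fold. The receptor gene IGF1R went from 5.44 ± 0.08 to 6.90 ± 0.10 on the log2 scale (SD, n = 3 arrays; adjusted p = 0.000305 from limma), and the transcription factor gene FOXO1 was the fifth that rose. IGFBP3, the most abundant IGF binding protein of serum, fell by 1.51, and CCN3, a matricellular protein, fell by 0.74. The list as a whole was not called (camera adjusted p = 0.161). CCN3 lost its call without control 1 or control 3 (adjusted p of 0.0563 to 0.0580). IGFBP7 was lower without control 2 (adjusted p = 0.0232) and after scaling by housekeeping genes (adjusted p = 0.0465), and PIK3R1, a subunit of PI3-kinase, was higher without MPA 3 (adjusted p = 0.0171).
Of 20 genes of EGF and neuregulin signaling, ERBB2, a receptor tyrosine kinase, rose 1.78-fold (adjusted p = 0.0439) and ERRFI1 fell (4 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.410). The brightest probe set of the ligand gene NRG1 had a log2 fold change of -0.27 (adjusted p = 0.479), while 3 other NRG1 probe sets fell by 0.71, 0.91 and 1.16; averaged over all its probe sets NRG1 was lower and ERBB4 higher (adjusted p = 0.00974 and 0.0125). A dimmer ERBB4 probe set, with a control mean under the array medians (4.21), was higher by 0.67 (adjusted p = 0.0398) and lost its call without each array but control 2 (highest adjusted p 0.202). The NRG1 probe set that fell by 0.71 lost its call without control 3 or MPA 1 (highest adjusted p 0.0619), and ERBB2 lost its call whichever of the 6 arrays was left out (0.0611 to 0.168), with all probe sets averaged (0.0600), after a second quantile normalization (0.0553) and after scaling by housekeeping genes (0.0540). SOS2 was higher with an intensity trend and with dim probe sets left out (adjusted p = 0.0338 and 0.0432). Without control 2, ERBB4 and SOS2 were higher (adjusted p = 0.00299 and 0.00686) and ERBB3 was lower (adjusted p = 0.0175), and without any other array no member of the list was called in its brightest probe set.
In TNF and NF-kB signaling, 3 of 17 genes rose and 1 fell (5 and 3 adjusted over the list alone; camera adjusted p = 0.182). Those that rose were NFKBIA, the inhibitor that holds NF-kB in the cytoplasm (4.60-fold), TNFAIP3, a ubiquitin-editing enzyme that dampens NF-kB signaling (3.82-fold), and CRADD, an adaptor of cell death (1.53-fold). MAP3K14, the kinase of the non-canonical NF-kB pathway, fell by 0.96. Table S5 lists NFKBIA, TNFAIP3, CRADD and MAP3K14 for TNFR1 signaling from the same arrays, so this count is not independent evidence. CRADD lost its call whichever of the 6 arrays was left out (adjusted p of 0.0562 to 0.136). The vitamin D receptor gene VDR rose 9.67-fold, from 6.21 ± 0.09 to 9.48 ± 0.22 (SD, n = 3; adjusted p = 1.42e-05 from limma).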

Using Ingenuity pathway analysis of significantly regulated genes, the following pathways were observed to be regulated by progesterone (the complete list of regulated pathways and their consecutive p-values can be accessed from Table S5): IGF-1 signaling, Neuregulin signaling, TNFR1 signaling, P13K signaling in B-lymphocytes, VDR/RXR signaling, Acute Phase Response signaling, Hepatic Fibrosis/Hepatic Stellate Cell activation, Molecular Mechanisms of Cancer (which includes Wnt/β-catenin and TGF-β signaling), TGF-β signaling, Axonal Guidance Signaling etc. Interestingly, it was noted that 41/67 pathways observed to be significantly regulated by progesterone in the cell line were also found to be significantly regulated between non-progressive and progressive disease (see Table S6). Furthermore, it was also noted that a number of pathways specifically involved in transition from a epithelial state to a mesenchymal state (EMT) was significantly regulated by progesterone and in the endometrial cancer samples: EGF signaling (p = 0.029), IGF-1 signaling (p = 0.0000006), IL-6 signaling (0.013), ILK signaling (p = 0.018), PDGF signaling (p = 0.03), TGF-β (p = 0.003), VEGF signaling (p = 0.022) and Wnt/β-catenin signaling (p = 0.036). 

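Tenascin-C, fibronectin and 3 other mesenchymal markers fell with MPA, and no epithelial marker passed the test, although EPCAM did in several other settings. Of 19 mesenchymal markers, 5 fell and 2 rose (8 and 2 adjusted over the list alone). TNC, a matrix glycoprotein, fell by 1.53 on the log2 scale, fibronectin (FN1) by 1.20, the adhesion molecule L1CAM by 0.89, the calcium-binding protein S100A4 by 0.72 and the hyaluronan receptor CD44 by 0.71. The smooth muscle actin gene ACTA2 rose 3.29-fold and LOX, which crosslinks collagen, rose 4.11-fold. The vimentin gene VIM was at 13.00 ± 0.04 in control cells and 12.77 ± 0.12 with MPA (SD, n = 3 arrays; adjusted p = 0.532 from limma). The mesenchymal list was called lower by camera (adjusted p = 0.0105; adjusted p = 0.644 with an estimated correlation). Its median log2 fold change was -0.01 and its mean -0.15. The list was not called by fry, which tests whether the members move on balance one way (adjusted p = 0.325). Nor did camera call it when all probe sets of a gene were averaged (adjusted p = 0.0931). In that setting L1CAM had a log2 fold change of -0.37 (adjusted p = 0.231).
Of 17 epithelial markers none was called by limma, 2 had an unadjusted p under 0.05 and SAM called 2 lower (camera adjusted p = 0.231). These were the lowest, E-cadherin (CDH1) at -0.76 (adjusted p = 0.128) and EPCAM at -0.54 (adjusted p = 0.0586), and both were lower adjusted over the list alone. EPCAM was called lower with an intensity trend, with dim probe sets left out, after a second quantile normalization, after scaling by housekeeping genes, with all probe sets averaged and with the replicate block (adjusted p of 0.0184 to 0.0480), and CDH1 with the replicate block (adjusted p = 0.00277). Without dim probe sets and with averaging, the EPCAM value stayed at -0.54. The adjustment there ran over 27987 and 19775 tests in place of 54613, so these 2 calls rest on no new value. Among 12 EMT transcription factors only SOX9 fell (3 lower adjusted over the list alone; camera adjusted p = 0.220), and the median of the list was 0.03, with the mean at -0.22 and the test pointing lower. With dim probe sets left out this list was called lower (camera adjusted p = 0.0142). Without that filter, the list had an adjusted p of 0.644 from camera with an estimated correlation. After scaling by housekeeping genes TCF3 was lower as well (adjusted p = 0.0448). SNAI1 and SNAI2, which repress E-cadherin, had log2 fold changes of 0.05 (adjusted p = 0.965) and 0.13 (adjusted p = 0.767). Both lay under the array medians in both groups (SNAI1 at 5.05 and 5.11, SNAI2 at 4.48 and 4.61). At such signals they cannot be set apart from genes not expressed.

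**Figure D2:**
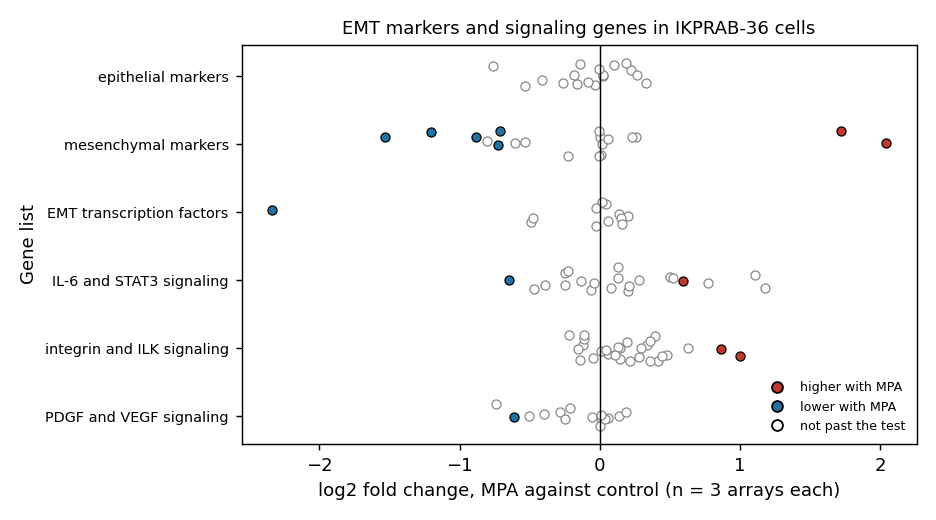
log2 fold change of MPA against control arrays (3 each) for every measured member of 6 gene lists. Filled points passed the test; among mesenchymal markers 5 are lower and 2 higher, and among epithelial markers none passed.

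Of 28 integrin and ILK signaling genes, 2 rose, the integrin chain ITGB1 (1.82-fold) and the small GTPase RHOB (1.99-fold), and none fell (4 and 0 adjusted over the list alone). With all probe sets averaged, RHOB was at 0.48 (adjusted p = 0.0756). The list was called higher (camera adjusted p = 0.00397; adjusted p = 0.492 with an estimated correlation). Of 15 PDGF and VEGF signaling genes, the growth factor gene PDGFA fell by 0.61 and none rose (3 and 0 adjusted over the list alone), although PGF was called higher with all probe sets averaged (0.55, adjusted p = 0.0290; between 0.293 and 1 under the other alternatives), and the list was called lower (camera adjusted p = 0.0189; adjusted p = 0.364 with an estimated correlation; adjusted p = 0.484 with all probe sets of a gene averaged). In IL-6 and STAT3 signaling, 1 of 21 genes rose, the transcription factor CEBPD (log2 fold change 0.59), and 1 fell, JUN, a subunit of AP-1 (-0.65), with 6 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.348).
The number of mesenchymal markers that were lower was 2 without control 1, 1 without control 3, 1 without MPA 1 and 3 without MPA 2: FN1 and S100A4 lost the call without each of these 4 (adjusted p up to 0.109 and 0.165), L1CAM without control 1, control 3 or MPA 1 (up to 0.0819) and CD44 without control 3 or MPA 1 (up to 0.0670). CDH1 was called lower without control 2 (adjusted p = 0.0331). PDGFA lost its call without control 1, control 3, MPA 1 or MPA 2 (0.0900 to 0.154), and the PDGF and VEGF list was no longer called, and VEGFC fell, without MPA 3 (adjusted p = 0.0617 and 0.0460). ITGB1 kept its call only without control 2 (0.0573 to 0.136 otherwise) and JUN only without MPA 3 (0.0525 to 0.224). CEBPD kept it in none of the 6 (0.0692 to 0.188), nor after a second quantile normalization or scaling by housekeeping genes (0.0553 each). IL6ST and LIFR were higher without control 2 (adjusted p = 0.0109 and 0.0281) and with the replicate block (adjusted p = 0.001085 and 0.000429). With that block, 6 members of the IL-6 and STAT3 list rose and 2 fell.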

In Figure 5A and B, MPA-induced gene regulation in Wnt/β-catenin and TGF-β signaling is shown. 

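Several known target genes of Wnt/β-catenin signaling, LEF1 and SOX9 among them, fell with MPA, while inhibitors of the pathway moved in both directions. Of 22 Wnt target genes, 7 fell and none rose (8 and 0 adjusted over the list alone): TNFRSF19, SOX9, L1CAM, CD44, JUN, the transcription factor gene LEF1, which fell by 0.90 on the log2 scale, and ZNRF3, a ubiquitin ligase that removes Wnt receptors, which fell by 0.62. The other 15 did not pass the test. Among them were AXIN2 (-0.22, adjusted p = 0.722), NKD1 (-0.15, adjusted p = 0.742), SP5 (-0.31, adjusted p = 0.417), LGR5 (0.06), RNF43 (0.04) and NOTUM (0.11). Of those that fell, SOX9, L1CAM, CD44 and JUN also stand in the EMT transcription factor, mesenchymal or IL-6 lists. The list of Wnt target genes was called lower (camera adjusted p = 2.59e-09; adjusted p = 0.288 with an estimated correlation). Averaging all probe sets of a gene, LEF1 had a log2 fold change of -0.28 (adjusted p = 0.199).
Of 23 Wnt inhibitors, 3 rose and 3 fell, also when adjusted over the list alone. Those that rose were SFRP5, a secreted protein that binds Wnts (3.24-fold), APCDD1, a membrane protein that inhibits Wnt signaling (2.13-fold), and FOXO1. WIF1, another secreted inhibitor, fell by 1.01, the corepressor TLE4 fell by 0.74, and ZNRF3 is in this list as well. DKK1, which blocks Wnt coreceptors, was at 5.75 ± 0.38 in control cells and 6.64 ± 0.60 with MPA (SD, n = 3 arrays; adjusted p = 0.287 from limma, and 0.00356 with the replicate block). WIF1 lay under the array medians in both groups (4.59 and 3.57), and APCDD1 lost its call with all probe sets averaged (adjusted p = 0.0590). The list had a median of 0.03 and a mean of 0.09, with the test pointing lower (camera adjusted p = 0.903). None of 24 Wnt ligands and receptors was called by limma, and none adjusted over the list alone (5 at an unadjusted p under 0.05, and 1 higher and 1 lower by SAM; camera adjusted p = 0.872; median 0.08, mean -0.00180).
In 35 TGF-β and BMP pathway components, 3 rose and 2 fell (3 and 3 adjusted over the list alone; camera adjusted p = 0.268). SMAD9, which carries BMP signals, rose 2.79-fold, the BMP receptor BMPR1B rose 2.03-fold and the TGF-β receptor TGFBR2 rose 1.42-fold. SMAD6, which inhibits BMP signaling, fell by 1.23, and SMAD3, which carries TGF-β signals, fell by 0.53. With all probe sets averaged, SMAD6 was at -0.42 (adjusted p = 0.117), SMAD3 at -0.35 (adjusted p = 0.166) and TGFBR2 at 0.31 (adjusted p = 0.424). SMAD3 and TGFBR2 also lost the call with an intensity trend (adjusted p = 0.0681 and 0.0985), TGFBR2 after scaling by housekeeping genes (0.0794), and BMPR1B, under the array medians in both groups (3.87 and 4.90), after a second quantile normalization (0.0505). Of 21 TGF-β target genes, ID3 rose by 1.32, and ID2, FN1 and TGFBI fell, ID2 by 0.98 and TGFBI, a matrix protein, by 1.03 (2 higher and 5 lower adjusted over the list alone; camera adjusted p = 0.161). ID2 and ID3 encode related inhibitors of transcription factors.

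**Figure D3:**
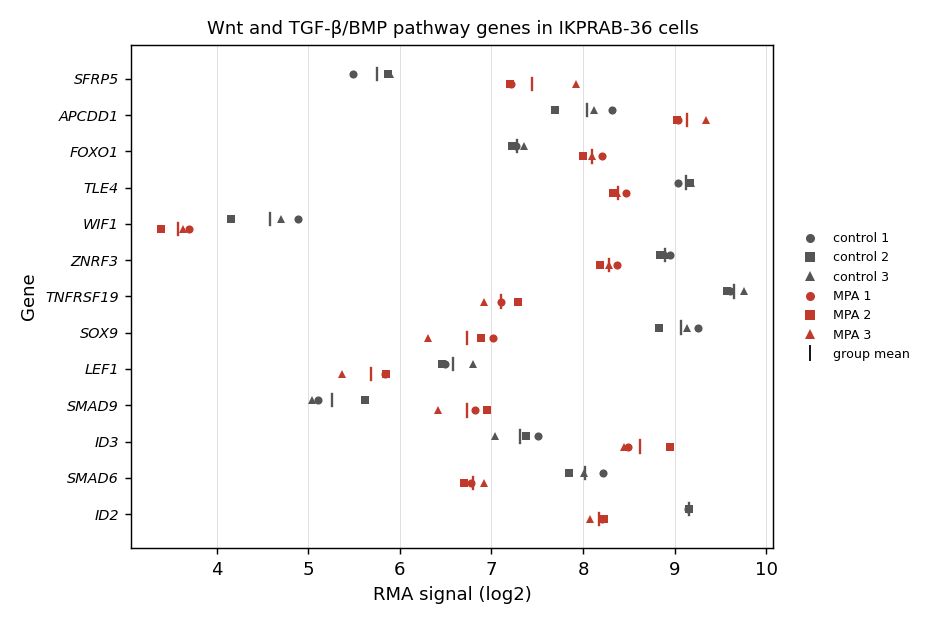
RMA signal on the log2 scale of 13 genes of Wnt/β-catenin and TGF-β or BMP signaling on each control array (grey) and each MPA array (red), with vertical marks at the group means. SFRP5 has group means of 5.75 and 7.45, and TNFRSF19 of 9.65 and 7.11.

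Without control 1, control 3, MPA 1 and MPA 2 in turn, 3, 2, 2 and 4 Wnt target genes and 1, 0, 1 and 1 Wnt inhibitors were lower. LEF1 and ZNRF3 lost the call without each of these 4 arrays (adjusted p up to 0.151 and 0.122), as did BMPR1B and TGFBI (up to 0.135 and 0.137), WIF1 also without MPA 3 (0.0742 to 0.176), SMAD3 also without control 2 (0.0562 to 0.206), TLE4 only without control 3 (0.0671) and APCDD1 only without control 3 or MPA 1 (up to 0.0757). TGFBR2 lost its call whichever of the 6 arrays was left out (0.0820 to 0.217). Without control 2, COL1A1 was also lower (adjusted p = 0.00517) and the TGF-β target genes were called lower (camera adjusted p = 0.0238). On all arrays this list had an adjusted p of 0.644 from camera with an estimated correlation. Without MPA 3, FZD2 was lower and WNT5A and CCN2 were higher (adjusted p = 0.0222, 0.0420 and 0.0498). FZD2 was also lower and CCN2 higher with all probe sets averaged (adjusted p = 0.0125 and 0.0317), and CCN2 with an intensity trend (0.0418). The value of CCN2 was not changed by averaging (0.51), where the adjustment ran over fewer tests.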

Next to this, a heat map confirmed a major overlap between gene regulation by MPA and differential gene expression between non-progressive and progressive disease (Table S7).

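The genes of Table S7 with a positive fold change in the cells, and those with a negative one, were each higher about as often as lower in non-progressive compared with progressive disease. The cell line arrays were set beside the paper's patient fold changes in Table S7, which lists genes that the paper found regulated in both, with positive values for higher in non-progressive disease; the patient arrays are not analysed here. By the sign of the fold change alone, of 547 genes, 153 were higher with MPA and higher in non-progressive disease in the paper's values, 114 were lower in both, 177 were higher with MPA and lower in non-progressive disease, and 103 were lower with MPA and higher in non-progressive disease. This reading of the sign was checked on 153 entries that Table S2 gives as lower in progressive disease, each with the same size of fold (relative tolerance 0.001) and a positive value in Table S7. The same direction was shared by 267 genes (48.8%), where independent directions would give 49.3% (odds ratio 0.957, 95% confidence interval 0.669 to 1.37, two-sided Fisher's exact test, p = 0.861). Of the 547, only 343 passed the test in the cells (191 higher, 152 lower), and 174 of these (50.7%) had the same direction in the patient comparison (Fisher's exact test, p = 0.744). Genes are not independent replicates. The sign of the fold change in the cells was that of the paper's cell line column for all 547.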

Regulation of the Wnt signaling pathway was further confirmed by showing progesterone induction of the Wnt inhibitor FOXO1 at the protein level (Fig. 5C).

**Figure 5:**
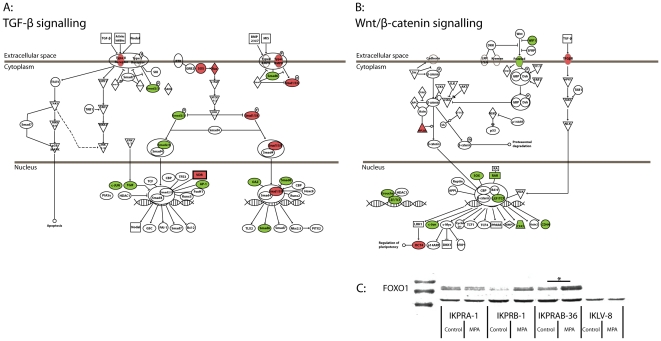
MPA induced regulation of TGF-β and Wnt/β-catenin signaling in the IKPRAB-36 cell line. A and B: In these pathways a green color represents down regulation by MPA and a red color represents up regulation by MPA. Signaling pathways were provided by Ingenuity Pathway Assist Software© and individual gene expression levels are available in Table S4. C: Western blot showing FOXO1 expression in the IKPRA-1, IKPRB-1, IKPRAB-36 and IKLV-8 cell lines cultured in the absence (control) or presence (MPA) of 1 nM MPA. *indicates significant regulation in the micro-array analysis (Table S4).

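The RNA of FOXO1, a forkhead transcription factor that the paper names as a Wnt inhibitor, rose 1.76-fold with MPA in IKPRAB-36 cells. Its log2 signal was 7.28 ± 0.07 on the control arrays and 8.10 ± 0.11 on the MPA arrays (SD, n = 3 each; standard error of the log2 fold change 0.11, adjusted p = 0.00556 from limma). The 3 control arrays were at 7.27, 7.23 and 7.35 and the MPA arrays at 8.21, 8.00 and 8.10, so that the groups did not overlap. The call held without each of the 6 arrays in turn.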

## Discussion

In general, patients with endometrial cancer have a good prognosis since early diagnosis is frequent and the disease has usually not spread beyond the uterus. However, the prognosis for recurrent or metastatic endometrial cancer remains poor and in order to improve therapy it is vital to understand the processes which inhibit and stimulate cancer progression.

Infiltration of T-lymphocytes into the region of the lesion, for example, is an anticancer signal which helps to confine a tumor until cancer-induced T-cell death establishes tumor immune tolerance opening the road to progression. The transition of an epithelial phenotype towards a more mesenchymal phenotype is a subsequent step which leads to further progression to invasive disease. Central to this epithelial to mesenchymal transition (EMT) is the activation of important signaling pathways such as Wnt/β-catenin and TGF-β [37]. Activation of these pathways results in induction of Snail1/2 induced transcription, eventually causing degradation of the basement membrane by induction of matrix metalloproteinases, loss of epithelial markers such as E-cadherin and gain of mesenchymal markers such as vimentin [37].

In the current investigations non-progressive and progressive primary endometrial cancer tissues were compared and it was observed that progression of disease was characterized by 1. Loss of progesterone signaling, 2. Loss of CD4, CD8 and FOXP3 T-lymphocytes driven immunosuppression and 3. Modulation of genes and pathways reminiscent of EMT. The aim of the present investigations was to assess the role of decreased progesterone signaling in progressive disease, and more particularly in relation to loss of immunosuppression and transition from an epithelial phenotype to a more invasive mesenchymal phenotype.

### Loss of PR expression correlates with loss of immunosupression and increased EMT in progressive disease

Measuring tumor infiltrating lymphocytes (TILs) in primary endometrial cancer tissues from non-progressive and progressive disease indicated that in patients with non-progressive endometrial cancer, TILs were abundantly present. This is in agreement with studies by Kondratiev et al. in 2004 [18] and De Jong et al. in 2009 [17], which showed that high levels of CD8+ T-lymphocytes were associated with improved disease free survival. Furthermore, the presence of several chemokines (CCL21, CXCL9, CXCL10, CXCL14, IL8 and IL32) indicated that there is an active process which directs TILs to the site of the lesion [38]. Interestingly, a number of these chemokines are up-regulated during the secretory phase of the menstrual cycle when progesterone levels are increased (CCL21: 1.5-fold up, CXCL10: 1.3-fold up and CXCL14: 90-fold up; [39]). Furthermore, CXCL14 has also been described by other groups to be a progesterone induced gene in the endometrium involved in chemo-attraction of uterine natural killer cells to the epithelial glands [34]. In summary, this indicates a putative role for progesterone signaling in attracting TILs in non-progressive endometrial cancer.

In the patient tissues which were used in the current investigations, progesterone receptor expression was lost from progressive disease. The fact that hormonal control of a tissue is lost upon progressive malignant transformation is not a new finding and besides loss of PR expression in endometrial cancer [20] this has also been described for other cancer types like breast cancer (loss of estrogen signaling [40]) and prostate cancer (loss of androgen signaling [41]) as well.

According to previous work from our group, besides stimulating TILs, progesterone can inhibit Wnt/β-catenin signaling and loss of progesterone signaling may be involved in tumor onset and progression towards a more invasive disease [21], [25], [42], [43]. Interestingly, upon reviewing gene expression profiles obtained from progressive and non-progressive endometrial cancer, a number of inhibitors of Wnt/β-catenin signaling were indeed found to be down-regulated in progressive disease (DKK1, DKK4 and WIF1). These findings are in accordance with the hypothesis that Wnt/β-catenin signaling becomes activated through loss of PR signaling, thus accommodating progressive disease [25]. Down-regulation of the Wnt/β-catenin signaling inhibitor WIF1, in this respect, is of interest because down regulation of WIF-1 in prostate cancer cells was observed to be associated with an increased capacity for cell migration and invasion [44]. In keeping with this, in colorectal cancer, overexpression of activated nuclear β-catenin (the hallmark of activated Wnt/β-catenin signaling) is located at the invasive front of the tumor [45] and in colorectal cancer cell lines, activation of β-catenin directly induces EMT [46].

PEG10 was found to be significantly up regulated in progressive disease. Interestingly, PEG10 is a biomarker for progressive development and invasion of hepatocellular carcinoma, gallbladder adenocarcinoma and acute lymphoid leukemia and is found to be regulated by androgens [47], [48], [49], [50]. Next to this, PEG10 and IL10 expression is activated by ligation of CCL10-CCR7 and CXCL13-CXCR5 in B-cell acute lymphatic leukemia, and PEG10 contributes to the up-regulation of IL10, which can lead to impairment of the cytotoxicity of CD8+ T-lymphocytes [51]. It was observed that CXCL13 (3,17x) and PEG10 (9,38x and 4,38x, p = 0,05) were both up-regulated in progressive disease and possibly this up-regulation can contribute to impairment of the T-lymphocyte mediated anti-tumor response in progressive disease.

Upon reviewing other pathways which were differentially expressed between non-progressive and progressive endometrial cancer, significant up-regulation of a number of pathways involved in progression towards a more mesenchymal phenotype was noted (Table S3). IL8 signaling is one of those regulated pathways and IL8 itself was found to be up regulated 9.5-fold in progressive disease. These data are in line with literature showing that IL8 is a progesterone down-regulated gene [52] and that high levels of IL8 correlate with endometrial metastatic disease [53].

### MPA inhibits EMT in the Ishikawa endometrial cancer cell line

In order to further substantiate the above finding that loss of progesterone signaling in progressive disease may play a role in diminished T-cell infiltration and induction of EMT, progesterone signaling in the well differentiated Ishikawa endometrial cancer cell line was investigated.

Although both PRA and PRB can activate transcription of target genes in response to progesterone, PRA and PRB have different transcriptional activities [54]. It has been documented that PRB is a stronger activator of transcription than PRA and PRA is thought to be a dominant repressor of PRB [55]. Next to this, the difference in transcriptional activity is further explained by the recruitment of different cofactors by PRA and PRB [56], [57].

In the present study, it was observed that culture of the IKPRB-1 and IKPRAB-36 endometrial cancer cell line, but not IKPRA-1, in the presence of MPA resulted in inhibition of migration and down regulation of the mesenchymal marker vimentin at the edge of a manually inflicted wound.

These findings suggest that progesterone, in vitro, can inhibit cancer cell migration due to inhibition of EMT. Assessment of pathways involved in EMT showed progesterone modulated down regulation of EGF, IGF-1, IL-6, Integrin/ILK, PDGF, TGF-β, VEGF and Wnt/β-catenin signaling. 

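The genes that the paper lists for these 8 pathways in Table S5 moved in both directions in the IKPRAB-36 cells. Of 64 distinct members measured, 23 had a probe set that was higher with MPA, 22 had one that was lower and 19 had none past the test. The paper chose these genes on the same arrays, so these counts are not independent evidence of a direction. Of 16 measured members for Wnt/β-catenin signaling, 8 were lower and 4 higher. Those lower included SOX4, a transcription factor (log2 fold change -1.11), and GJA1, which encodes a gap junction protein (-0.95), and PPP2CB, a phosphatase subunit, was among those higher (0.94). The Wnt inhibitors WIF1 (-1.01) and TLE4 (-0.74) were also among those lower, and the inhibitor SFRP5 (1.70) among those higher. Counts of members therefore do not give the direction of signaling. Of 12 members for TGF-β signaling, 5 were higher and 5 lower, of 19 for IGF-1 signaling 7 and 5, of 19 for ILK signaling 8 and 5, and of 11 for VEGF signaling 4 and 3. Of 12 members for IL-6 signaling, 3 were higher and 4 lower, of 9 for PDGF signaling 2 and 4, and of 7 for EGF signaling 2 and 3. In these counts SOCS1, an inhibitor of cytokine signaling, was lower (-1.29) and PGF, a growth factor of the VEGF family, higher (1.39) in a probe set dimmer than the brightest of the gene, and both calls held without each array in turn.
TGIF1, IRS1 and PIK3R3 were lower and SOS2, SOX13 and JAK1 higher in a dimmer probe set too, and each of these 6 lost the call without control 1, control 3 and at least 1 other array (adjusted p up to 0.270); with all probe sets averaged, TGIF1 was lower and SOX13 higher (adjusted p = 0.0436 and 0.0246). The 64 members gave 17 higher and 11 lower without control 1, 16 and 9 without control 3, 16 and 11 without MPA 1, and 17 and 13 without MPA 2. Without these 4 arrays in turn, the members lower numbered 5, 3, 4 and 6 for Wnt/β-catenin signaling, 1, 1, 2 and 2 for IGF-1, 0, 0, 1 and 1 for ILK and 0 each for VEGF, and those higher 2, 2, 2 and 3 for Wnt/β-catenin. For TGF-β, 2 were higher in each case and 2, 2, 2 and 4 lower. For EGF and PDGF signaling no member passed without control 1, control 3 or MPA 1, and 1 each was lower and none higher without MPA 2. Without control 2 the balance changed: 2 were higher and 0 lower for EGF, 2 and 1 for PDGF, 3 and 3 for IL-6 and 4 and 3 for TGF-β, with 7 and 3 for ILK, 4 and 1 for VEGF and 2 and 8 for Wnt/β-catenin. Without MPA 3, 3 were higher and 2 lower for EGF, 3 and 3 for PDGF and 4 and 5 for TGF-β.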

Interestingly, all of these pathways were also observed to be modulated in progressive disease (Table S6). As shown, many of the observed altered signaling pathways in the patient samples (Table S3) were also significantly altered in the Ishikawa cell line, when incubated with or without progesterone (Table S5). In the Ishikawa culture obviously no tumor infiltrating lymphocytes are present and it is only progesterone signaling that contributes to these changes in signaling. Therefore we conclude that regulation of signaling pathways in patient samples can not only be attributed to the presence or absence of tumor infiltrating lymphocytes, but also to changes in progesterone receptor signaling.

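No T-lymphocyte marker passed the test in the IKPRAB-36 cells, while MPA altered the receptor genes CXCR4, IL1R1 and ACKR3 and the ligand genes CXCL1 and IL15. Of 12 T-lymphocyte markers, such as the CD3 chains, none was called by limma, none by SAM, none adjusted over the list alone and none at an unadjusted p under 0.05 (camera adjusted p = 0.564). The same held for 7 endothelial and 6 myeloid markers (camera adjusted p = 0.370 and 0.231), and of 8 stromal fibroblast markers none was called by limma, none adjusted over the list alone, 1 by SAM and 1 at an unadjusted p under 0.05 (camera adjusted p = 0.764; median 0.03, mean -0.06). These tests compare MPA with control cells and cannot show whether a marker is expressed. They therefore decide nothing about the presence of lymphocytes or other cell types. Of 24 chemokine and cytokine receptors, 4 rose and 1 fell (5 and 2 adjusted over the list alone). Camera did not call the list (adjusted p = 0.165). It was called by fry, which tests whether the members move on balance one way (adjusted p = 0.0291). CXCR4, which rose, binds CXCL12, as does ACKR3, a scavenging receptor, which fell by 1.53 on the log2 scale (-0.68 with all probe sets averaged, adjusted p = 0.0543). The interleukin-1 receptor gene IL1R1 rose 5.11-fold, the interferon-gamma receptor IFNGR1 rose 2.27-fold and IL10RB, a receptor chain for interleukin-10, rose 1.69-fold. Of 30 chemokines and cytokines, CXCL1, which attracts neutrophils, fell by 1.14, IL15, which sustains T-lymphocytes, fell by 1.13 from a mean already under the array medians (5.06), and CCL28 rose by 0.55 (1 higher and 5 lower adjusted over the list alone; camera adjusted p = 0.145).
IFNGR1 lost its call without control 3 (adjusted p = 0.0537), IL10RB without each array but MPA 3 (0.0634 to 0.201), and CCL28 whichever of the 6 was left out (0.0501 to 0.212). After a second quantile normalization and after scaling by housekeeping genes neither IL10RB (0.0682 and 0.0587) nor CCL28 (0.0528 and 0.0616) was called. Nor was CCL28 called with an intensity trend (0.0871) or all probe sets averaged (0.254). Without control 2, LIFR and IFNAR1 were higher (IFNAR1 adjusted p = 0.0216). The chemokines and cytokines were then called lower as a list (camera adjusted p = 0.0249). On all arrays this list had an adjusted p of 0.653 from camera with an estimated correlation.
The paper reasons that no tumor infiltrating lymphocytes are present in the Ishikawa culture, so that progesterone signaling alone accounts for the pathways altered there. Since many of these pathways were also altered in its patient samples, it concludes that their regulation in patients can be attributed to progesterone receptor signaling as well as to infiltrating lymphocytes.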

Progesterone inhibition of TGF-β signaling and induction of TGF-β signaling in progesterone insensitive progressive disease is an interesting finding because enhanced TGF-β signaling has been shown to be a very potent immunosuppressant signal used in transplantation medicine. Several agents inhibiting TGF-β signaling (anti-TGF-beta antibodies, small molecule inhibitors of TGF-beta, Smad inhibitors) are in the early stages of development aiming to alleviate immunosuppression during carcinogenesis [58]. Furthermore, neutralizing TGF-β resulted in a CD8+ T-lymphocyte anti-tumor immune response in mouse models [59].

Enhanced TGF-β signaling is also of interest because it has been described as an important major driving force of EMT. Reviewing the pathway in more detail revealed for example up regulation of cell adhesion molecule L1CAM. For L1CAM, regulation of transcription by TGF-β signaling has been described [60], but, interestingly, in colorectal cancer L1CAM has also been shown to be a target gene of Wnt/β-catenin signaling and expression of L1CAM was found to co-localize with β-catenin in the invasive front of the tumor [61]. Recently, for endometrial cancer similar observations have been described confirming promoter-binding sites for the Wnt/β-catenin inducing transcription factor LEF-1 and, interestingly, also for the EMT inducing transcription factors SNAI1 and SNAI2 [60].

In summary, intact progesterone signaling in non-progressive endometrial cancer seems to be an important factor stimulating immunosuppression and inhibiting transition from an epithelial to a more mesenchymal, more invasive phenotype.

## Supporting Information

Table S1 **Primers of genes of interest used for RT-PCR in endometrial carcinoma samples.** List of used primers for the q-PCR experiments.
(XLS) Click here for additional data file.

Table S2 **List of differentially expressed genes in endometrial carcinoma patient samples.** Differentially regulated genes between non-progressive (n = 4) and progressive (n = 4) endometrial cancer samples. Negative values indicate down regulation in progressive disease, positive values indicate up regulation in progressive disease. A fold chance of +/−1.25 was used as a cutoff point.
(XLS) Click here for additional data file.

Table S3 **List of differentially regulated pathways in progressive versus non-progressive endometrial cancer patients.** A list of differentially regulated genes in the progressive group was entered in Ingenuity pathway analysis software. A fold chance of +/−1.25 was used as a cutoff point. P-values were calculated with a Fishers exact test and a p-value<0.05 was considered statistically significant.
(XLS) Click here for additional data file.

Table S4 **List of significantly MPA regulated genes in the IKPRAB-36 endometrial cancer cell line.** List of significantly MPA regulated genes in the Ishikawa IKPRAB-36 cell line (n = 3). Negative values indicate down regulation by MPA, positive values indicate up regulation by MPA. A fold chance of +/−1.25 was used as a cutoff point and the delta value was 0.53, which resembles p<0.05.
(XLS) Click here for additional data file.

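SAM ranks probe sets by a difference divided by its spread plus a constant, and delta sets how far a value must lie from that of relabeled arrays. Run on the 54613 probe sets with delta 0.53 and a fold change of 1.25 or more, SAM called 1313 higher and 868 lower. The 20 relabelings of the arrays gave a median of 138.5 false calls before the fold rule, against 2195. All 1107 probe sets called by limma were among the SAM calls, whose largest unadjusted p from limma was 0.0128 and largest adjusted p 0.253. Each of the 1616 entries of Table S4 had a probe set with the same ratio of unlogged means within a relative tolerance of 1e-05, and 1318 entries (81.6%) also had the gene name. SAM called all 1318 probe sets, while limma called 486 of them higher and 330 lower.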

Table S5 **List of MPA regulated pathways in the IKPRAB-36 endometrial cancer cell line.** A list of significantly MPA regulated genes was entered in Ingenuity pathway analysis software. A fold change of +/−1.25 was used as cutoff point. Ingenuity uses a Fishers exact test for calculate significance and a p-value of <0.05 was considered statistically significant.

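Table S5 gives, for each of 67 pathways, the regulated genes that fall in it. Of the paper's pathways, 52 have more members higher than lower, 7 more lower than higher and 8 equal numbers. With the same members and the limma calls of any of their probe sets, 27 pathways had more higher, 29 more lower and 11 equal numbers. With SAM calls, 48 had more higher, 9 more lower and 10 equal numbers. The counts that follow are those of limma. For vitamin D receptor signaling (VDR/RXR), 6 of 13 members were higher and 4 lower, and for glucocorticoid receptor signaling 10 of 23 were higher and 5 lower. The paper chose the members on the same arrays, so that these counts are not independent evidence of a direction. The pathways share members, and PIK3R3 stands in 45 of them and JUN in 32. Both were called lower. Without both genes, a count chosen after seeing the values, 40 pathways had more higher and 18 more lower. The counts moved with single arrays: without control 1, 44 pathways had more higher and 9 more lower, without control 2, 45 and 10, without control 3, 42 and 10, without MPA 1, 38 and 12, without MPA 2, 34 and 16, and without MPA 3, 37 and 16. The pathways' enrichment p-values were not recomputed, because the full pathway memberships were not used here.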

(XLS) Click here for additional data file.

Table S6 **Pathways significantly regulated in the IKPRAB-36 cell line and in endometrial cancer patient samples.** A p-value of <0.05 was considered to be statistically significant. A grey colored pathway resembles a known EMT associated pathway.
(XLS) Click here for additional data file.

Table S7 **List and heat map of genes both regulated in the IKPRAB-36 cell line and in endometrial cancer patient samples.** List of genes both regulated by MPA in the Ishikawa IKPRAB-36 cell line (n = 3) and differentially regulated between non-progressive versus progressive disease. Negative values indicate down regulation by MPA in IKPRAB-36 cells and in non-progressive as compared to progressive disease, positive values indicate up regulation by MPA in IKPRAB-36 cells and in non-progressive as compared to progressive disease. A fold chance of +/−1.25 was used as a cutoff point.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

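Gene expression was measured in the IKPRAB-36 cell line, Ishikawa endometrial cancer cells that stably express progesterone receptors A and B, on 3 arrays of untreated cells and 3 arrays of cells cultured for 48 h with 1 nM MPA. The authors deposited RMA signals on the log2 scale, made from Affymetrix U133 Plus arrays as their methods describe. RMA includes background correction, normalization between arrays and summarization of the probes of each probe set, so none of these steps was repeated. The version of the software used for RMA is not given in the sources used here. The deposited log2 table held 54675 probe sets, of which 62 Affymetrix control probe sets were left out of the tests. All 6 arrays were used. The patient arrays are not analysed here, and the patient values in Table S7 are the paper's.

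Probe sets were named from the platform annotation, with symbols updated through Entrez gene identifiers. Of the probe sets tested, 41091 had 1 symbol (41037 matched by identifier), 1801 had several and 11721 had none. A probe set with several symbols or none was kept in the tests and was not named. A gene was represented by the probe set with the highest mean signal over all arrays among those with that symbol alone. Other probe sets of a named gene are mentioned where only they were called. No genome coordinates are given, since the sources used here name no genome build; a gene table of GRCh38.p14 served for gene names and the order of neighbouring genes.

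The groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no covariate), with Benjamini-Hochberg adjustment over the 54613 probe sets. A call needed an adjusted p under 0.05 and a fold change of 1.25 or more, the fold minimum of the paper's methods. SAM, the test of the paper's methods, was written from its description and run with delta 0.53 and all 20 relabelings of the arrays; its constant was the 55th percentile of the spread. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and p-values were adjusted over the 30 lists. Of the 508 distinct list genes measured, 47 were higher and 38 lower. Camera called 7 lists, camera with an estimated correlation 1 and fry 4; the lists that camera did not call had adjusted p-values of 0.145 to 0.938. The estimated correlation allows for genes of a list varying together between arrays of one group, and camera then also takes the degrees of freedom of the arrays in place of those of the genes.

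The genes named in the text were chosen by a rule: the 12 with the largest change in each direction whose arrays did not overlap between groups, the genes the paper names for the cell line, for EMT or as progesterone regulated, the members of 10 pathways in Table S5, and up to 4 members per direction of each gene list. List members outside this rule, such as EPCAM, CCNB1, COL1A1 and IL6ST, were named where another setting called them. Values in Tables S4, S5 and S7 had been seen before the rule and the lists were written. The sources used here hold Table S2 only in part, and it served only to check the sign of the patient values in Table S7. Table S4 gives no probe set identifiers, so that its entries were matched to probe sets by fold and gene name, and equal folds of matched entries are no independent check.

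The steps were tested on simulated data for 54613 probe sets in 3 against 3 arrays. Limma recovered 3 of 67 changed by 0.5 on the log2 scale, 45 of 67 changed by 1 and 63 of 66 changed by 2, with 3 false calls among 114. SAM recovered 28 of 67, 62 of 67 and 66 of 66, with 81 false calls among 237. In a simulation over 19775 genes, camera called a planted list of 20 genes lowered by 0.5 (adjusted p = 1.25e-26) and 0 of the other lists. In this simulation limma therefore mostly missed changes of 0.5 on the log2 scale. The real arrays gave 1107 calls, among them TGFBR2 at 0.50 and GLI3 at -0.51, so the share missed there may differ. Camera called 8 lists in the split of control 1, control 3 and MPA 2 against the rest. The simulation thus does not show how often camera calls lists falsely on the real arrays.

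The alternatives were a fit with the replicate number as a block, SAM, limma's treat test, a variance prior with an intensity trend, no fold minimum and a minimum of 2-fold, a filter on dim probe sets, scaling by housekeeping genes, a second quantile normalization, each array left out in turn, and the mean of all probe sets of a gene. Within each group, the correlation between arrays was 0.987 to 0.997, and no array was a duplicate of another. Detection calls were not used here. The enrichment p-values of Ingenuity were not recomputed, because the full pathway memberships were not used here.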

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

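The tests of whether the members of a list vary together between arrays of one group, with either degrees of freedom, were chosen only after the results were seen.

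GDF15 and 4 other target genes of ATF4, a transcription factor of the response to amino acid shortage and endoplasmic reticulum stress, fell with MPA; the paper lists these in Table S4 but does not discuss them as a group. Of 22 measured, 5 fell and 2 rose (7 and 2 adjusted over the list alone), and camera called the list lower (adjusted p = 2.158e-05; adjusted p = 0.6283 with an estimated correlation). GDF15, a cytokine induced by cell stress, fell by 1.69 on the log2 scale, INHBE, an inhibin subunit, by 1.39, and ATF3, a stress-induced transcription factor, by 1.01 (-0.38 with all probe sets averaged, adjusted p = 0.181). SLC7A5 and SLC3A2, the chains of an amino acid transporter, fell by 0.92 and 0.62, of which SLC3A2 was named after its values were seen. DDIT4, an inhibitor of mTOR complexes, rose 2.12-fold and the lipoprotein receptor VLDLR rose 1.81-fold. SLC3A2 lost its call without control 1, control 3, MPA 1 or MPA 2 (adjusted p of 0.0948 to 0.151) and VLDLR without control 3 or MPA 1 (0.0541 to 0.0604), and SESN2, a stress-induced regulator of mTOR complex signaling, was lower without control 2 (adjusted p = 0.0384).

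Array MPA 3, with its low poly-A controls, is argued against as the cause of the fall in ATF4 target genes, since the list stayed lower without it (camera adjusted p = 0.0004692). A single control array high in these genes is argued against too, with a highest adjusted p of 9.764e-05 when each control array was left out. The list members vary together between arrays of one group more than random lists of their size do (percentile 98.2 of the estimated correlation), and with that correlation the list was not called, whether with the degrees of freedom of the arrays or of the genes (adjusted p = 0.267), so that shared variation may account for the call of the list. A lower activity of ATF4 under MPA is a hypothesis that these data leave open.

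Proliferation genes were lower as a list (camera adjusted p = 0.00123; adjusted p = 0.206 with an estimated correlation, which is -0.0234, and the degrees of freedom of the arrays, and 0.000407 with those of the genes; fry adjusted p = 0.00630), and the paper does not discuss their RNA. None of the 25 measured was called by limma, none adjusted over the list alone, 6 had an unadjusted p under 0.05 and SAM called 1 lower, the median log2 fold change was -0.14, and CCNB1, which encodes a mitotic cyclin, was at -0.37 (adjusted p = 0.161, and 0.0364 with an intensity trend). The paper measured proliferation itself with a WST1 test. It reports no significant difference between cells with and without MPA within the time of its experiments.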

How the results depend on the processing

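SAM over probe sets with a gene name, limma at an unadjusted p under 0.05 and camera with an estimated correlation and the degrees of freedom of the genes were chosen after seeing the data. Against 663 higher and 444 lower probe sets, SAM gave 1313 and 868, treat 318 and 137, a minimum of 2-fold 357 and 153, SAM over named probe sets 1153 and 657, limma at an unadjusted p and 1.25-fold 2351 and 2105, and leaving out 1 array 353 to 725 and 156 to 465. Against 85 list members called, treat called 47, a minimum of 2-fold 49 and leaving out 1 array 50 to 84, of which 50 to 74 were among the 85; 11 were gained without control 2 and 5 without MPA 3. With an estimated correlation, camera called 1 list in place of 7 with the degrees of freedom of the arrays and 4 with those of the genes: steroid receptor induced genes (adjusted p = 1.95e-13), Wnt target genes, proliferation genes, and PDGF and VEGF signaling (0.0377), but not mesenchymal markers (0.552), integrin and ILK signaling (0.126) or ATF4 target genes. SAM called 1318 of the probe sets matched to Table S4, limma 816. The share of Table S7 genes with the same direction was 50.73% over called genes against 48.81%, on the other side of the share by chance and past no test; taking all entries of that table changed nothing, since each gene has 1 entry. The signs of SNAI1, CXCL14, SOCS1 and PGF, none called in its brightest probe set, turned: after scaling by housekeeping genes SNAI1 was at -0.0159 and CXCL14 at -0.0396, with 1 array left out SNAI1 ranged from -0.0868 to 0.1514, CXCL14 from -0.0292 to 0.0764 and SOCS1 from -0.1948 to 0.0809, and with all probe sets averaged PGF was at 0.5521 and called higher (adjusted p = 0.0290). Stricter thresholds lower counts by construction; otherwise, also for arrays left out, the cause was not tested. An intensity trend, a filter on dim probe sets, a second quantile normalization and scaling by housekeeping genes kept both counts within 1.5 times, and no fold minimum changed none. Of 132 named genes, these 4 settings ended at most 5 calls each, averaging probe sets ended 14, and leaving out 1 array ended 11 to 33; the replicate block added 17 and SAM 16. Signal over background is not given in the sources used here, so that a gene near background cannot be set apart from one not expressed.

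With the replicate block, 1208 probe sets were higher and 825 lower, and all 1107 called without it remained. Among the genes that this block added, ERBB4, SOS2, PIK3R1, IL6ST and LIFR were higher and IGFBP7 was lower. Deviations from the group means correlated at -0.017, 0.523 and 0.326 for numbers 1 to 3. Control 2 and control 3 were closest to the MPA array of their own number, and control 1 to MPA 3 (0.352). The remaining pairs of different numbers lay between -0.479 and 0.0759. The main test took no pairs, but these values leave open whether the numbers pair the arrays. The calls of DKK1 and CDH1 with the block depend on this.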

Differences from the paper's values

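SAM over probe sets with a gene name and the pathway counts without PIK3R3 and JUN were chosen only after the results were seen.

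The paper reports 1029 genes up-regulated by MPA in IKPRAB-36 cells, where 663 probe sets were higher here, with the paper's fold minimum and an adjusted p under 0.05 in place of its delta. Among the alternatives set before the data were examined, the count comes within 1.5 times of the paper's with SAM at the paper's delta (1313), with the replicate block (1208), with an intensity trend (696) and without control 2 (725). It does not with the treat test (318), no fold minimum (663), a minimum of 2-fold (357), the filter on dim probe sets (667), scaling by housekeeping genes (558), a second quantile normalization (618), or without control 1 (413), control 3 (362), MPA 1 (353), MPA 2 (460) or MPA 3 (647). SAM over probe sets with a gene name, chosen after seeing the values, gave 1153 and dropped 0 of the 1318 probe sets matched to entries of Table S4. The paper counts each entry of Table S4 as a gene, while its 1616 entries carry 1121 distinct gene names.

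The paper states that MPA lowered signaling in 8 pathways involved in EMT. In Table S5 itself, 6 of these pathways have more members higher than lower, 1 more lower and 1 equal numbers. With limma, 3 had more higher, 4 more lower and 1 equal numbers; with SAM, 6 had more higher, 1 more lower and 1 equal. The limma numbers move with single arrays: those with more higher and more lower were 6 and 1 without control 2, 4 and 3 without MPA 3, 3 and 5 without MPA 2, and 3 and 2 without control 1, control 3 or MPA 1, while Wnt/β-catenin had more lower in each. A count of members does not give the direction of signaling, since inhibitors are counted with the other members. The Wnt/β-catenin members lower with limma (8 of 16) include the inhibitors WIF1 and TLE4. Lower counts for the list of Wnt target genes (7 of 22) run the paper's way. Over all 67 pathways, where the paper's table has 52 with more higher and 7 with more lower, limma gave 27 and 29 and SAM 48 and 9, and with 1 array left out limma gave 34 to 45 with more higher and 9 to 16 with more lower. The pathways share members, so these counts are not separate results: PIK3R3 (in 45 pathways) and JUN (in 32) were called lower, and without both genes, a count chosen after seeing the values, limma gave 40 with more higher and 18 with more lower. PIK3R3 lost its call whichever array was left out (adjusted p of 0.0726 to 0.270).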

Other observations

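The counts of probe sets and of list members over other splits of the arrays, and the tests of Wnt target genes with an estimated correlation, were chosen only after the results were seen.

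Genes of the secretory endometrium were mixed in MPA-treated cells. Of 20 secretory phase and decidual genes, IGFBP1, FOXO1 and MAOA, a monoamine oxidase (1.67-fold), rose, and SPP1, which encodes osteopontin, fell by 1.11 on the log2 scale (3 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.604). MAOA lost its call without each array but MPA 2 (adjusted p of 0.0591 to 0.158), and HSD17B2, which inactivates estradiol, was lower without control 2 (adjusted p = 0.0480). Among other genes the paper names, CXCL14 was at 0.03 (adjusted p = 0.976), MMP7 at -0.30 (adjusted p = 0.397) and SFRP4 at -0.21 (adjusted p = 0.591). These genes lay under the array medians in both groups. PEG10 was at 0.40 (adjusted p = 0.266) and the progesterone receptor gene PGR at 0.48 (adjusted p = 0.294). Of 15 estrogen induced genes, GREB1 rose 2.97-fold and RERG, a RAS-like growth inhibitor, 1.77-fold between means under the array medians (3.45 and 4.28), while the carbonic anhydrase CA12 fell by 0.89 and PDZK1 by 0.74 (3 and 3 adjusted over the list alone; camera adjusted p = 0.564; median -0.05, mean 0.02, with the test pointing lower). CA12 lost its call without MPA 1 (adjusted p = 0.0580) and PDZK1 without control 1, control 3 or MPA 1 (0.0580 to 0.0828).

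Of 10 hedgehog signaling genes, HHIP, a decoy that binds hedgehog ligands, rose 3.41-fold, and the receptor PTCH1 and the transcription factor GLI3 fell by 0.62 and 0.51 (1 higher and 3 lower adjusted over the list alone; camera adjusted p = 0.165). PTCH1 lost its call without control 1, control 3, MPA 1 or MPA 2 (adjusted p of 0.0898 to 0.157) and GLI3 whichever array was left out (0.0573 to 0.201); with all probe sets averaged, PTCH1 was at -0.10 (adjusted p = 0.906) and GLI3 at -0.21 (adjusted p = 0.380), and GLI3 lost its call with an intensity trend too (0.0827). The control mean of HHIP (3.98) lay under the array medians. Of 16 basement membrane and laminin genes, COL4A3 and its partner chain COL4A4 (10.5-fold) rose, and LAMB3, a laminin chain, and NID2, which links laminin to collagen, fell by 1.60 and 0.69 (2 and 2 adjusted over the list alone; camera adjusted p = 0.682); NID2 lost its call without control 1, control 3, MPA 1 or MPA 2 (0.0592 to 0.115). Of 23 antigen presentation genes, TAP2, a peptide transporter, fell by 0.69 and none rose (1 and 0 adjusted over the list alone; camera adjusted p = 0.938), a call lost without control 1, control 3, MPA 1 or MPA 3 (0.0511 to 0.145) and with all probe sets averaged (-0.18, adjusted p = 0.660). Of 15 interferon response genes, IFIT1 fell by 0.72 and none rose (1 and 0 adjusted over the list alone), a call lost without control 1 or control 3 (0.0580 to 0.0721). The interferon list had a camera adjusted p of 0.165, 0.0222 with all probe sets averaged and 0.0170 without dim probe sets. In its brightest probe sets it had an adjusted p of 0.644 from camera with an estimated correlation. None of 9 housekeeping genes was called by limma, none adjusted over the list alone, 1 had an unadjusted p under 0.05, SAM called none and limma with an intensity trend 1 higher (camera adjusted p = 0.457).

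The fall of Wnt target genes held without array MPA 3, with its low poly-A controls (camera adjusted p = 4.637e-08), which argues against that array as the cause. Scaling by housekeeping genes moved the median log2 fold change of all probe sets from 0.01 to -0.06, toward lower calls. That all 7 members called lower stayed called therefore decides nothing about the scaling of the arrays. Camera, which compares the list with the other genes, still called it lower after this scaling (adjusted p = 2.15e-08). The same held after a second quantile normalization (camera adjusted p = 4.72e-09). An offset shared by all genes of an array cannot set a list apart from the others in this test. Scaling by housekeeping genes shifts all genes of an array alike, so camera's call after it was fixed by design. That call therefore adds no evidence about the scaling of the arrays. With an estimated correlation the adjusted p is 0.288 with the degrees of freedom of the arrays and 0.00836 with those of the genes, and fry, which tests whether the members move on balance one way, gave 0.0136. That correlation lies at percentile 84.2 of random lists of the same size and rests on 6 arrays, so that members varying together between arrays of one group cannot be told apart from an effect of MPA. Lower transcription of Wnt targets under MPA is a hypothesis that these values leave open.

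Neighbouring genes were called in the same direction more often than by chance. In the gene order of GRCh38.p14, 37 of 19712 neighbouring pairs were called alike (27 higher, 10 lower), against a mean of 8.64 and a middle 95% of 3 to 15 over 10000 permutations (one-sided p = 1e-04, the smallest they can give). Among them were CST4, CST1 and CST2, and COL4A4 and COL4A3, of which CST4 (log2 fold change 3.42) was named after its values were seen. Overlapping genes are argued against as the whole cause, since 33 of 16977 pairs without overlap were called alike, against a mean of 7.45 and a middle 95% of 3 to 13 (permutation p = 1e-04). Without related genes and probe sets that may bind several transcripts, 8 of 8612 pairs were called alike. The permutations gave a mean of 3.78 and a middle 95% of 1 to 8 (permutation p = 0.0385). Each exclusion was made alone. The 8 pairs still include overlapping ones: LEMD1 and BLACAT1, CAPG and SH2D6, GPR39 and LYPD1, and MRPS6 and SLC5A3. Related genes and shared probes may therefore account for much of the pattern, and control of whole regions by MPA is an untested hypothesis.

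The 6 arrays can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 663 higher and 444 lower probe sets and 85 list members, and the highest of the other splits 0 in each case, so that 1 of 10 splits gave as many. Camera called 7 lists in the real split and 8 in the split of control 1, control 3 and MPA 2 against the rest, so that 2 of 10 splits gave as many. The split of control 1, control 3 and MPA 3 against the rest called no probe set with limma but had 9872 at an unadjusted p under 0.05, against 5606 (10.3% of those tested) in the real one, which points to a structure of the samples. After removing the group means, 1 axis held 58.4% of the variance, with control 1 at -22.7, control 3 at -13.6 and MPA 3 at -45.2 on one side, and control 2 at 36.3, MPA 1 at 9.45 and MPA 2 at 35.7 on the other.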
